# 2,3,7,8-Tetrachlorodibenzo-*p*-dioxin abolishes circadian regulation of hepatic metabolic activity in mice

**DOI:** 10.1038/s41598-019-42760-3

**Published:** 2019-04-24

**Authors:** Kelly A. Fader, Rance Nault, Claire M. Doskey, Russell R. Fling, Timothy R. Zacharewski

**Keywords:** Metabolomics, Transcriptomics, Metabolic disorders

## Abstract

Aryl hydrocarbon receptor (AhR) activation is reported to alter the hepatic expression of circadian clock regulators, however the impact on clock-controlled metabolism has not been thoroughly investigated. This study examines the effects of AhR activation on hepatic transcriptome and metabolome rhythmicity in male C57BL/6 mice orally gavaged with 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) every 4 days for 28 days. TCDD diminished the rhythmicity of several core clock regulators (e.g. *Arntl*, *Clock*, *Nr1d1*, *Per1*, *Cry1*, *Nfil3*) in a dose-dependent manner, involving either a ≥ 3.3-fold suppression in amplitude or complete loss of oscillation. Accordingly, protein levels (ARNTL, REV-ERBα, NFIL3) and genomic binding (ARNTL) of select regulators were reduced and arrhythmic following treatment. As a result, the oscillating expression of 99.6% of 5,636 clock-controlled hepatic genes was abolished including genes associated with the metabolism of lipids, glucose/glycogen, and heme. For example, TCDD flattened expression of the rate-limiting enzymes in both gluconeogenesis (*Pck1*) and glycogenesis (*Gys2*), consistent with the depletion and loss of rhythmicity in hepatic glycogen levels. Examination of polar hepatic extracts by untargeted mass spectrometry revealed that virtually all oscillating metabolites lost rhythmicity following treatment. Collectively, these results suggest TCDD disrupted circadian regulation of hepatic metabolism, altering metabolic efficiency and energy storage.

## Introduction

In response to the rotation of the Earth and the ensuing light-dark cycles, animals have evolved a ~24-hour (h) circadian clock that entrains physiological activities such as sleep and feeding to specific times of the day. Circadian oscillations enable cells to anticipate upcoming functional needs, imparting the organism with competitive advantages associated with fitness and survival including enhanced growth and longevity, improved reproductive success, and effective predator/prey relationships^1^. Maintaining rhythmicity of circadian behaviors is critical for optimal health, while disruptions such as shift work, jet lag, binge eating, and sleep restriction are associated with various pathogenic states in humans and rodent models including complex metabolic diseases (e.g. non-alcoholic fatty liver disease (NAFLD)), mental health disorders, cancer, and accelerated aging^2–6^.

The circadian system consists of a hierarchical network of tissue-specific peripheral clocks coordinated by a master pacemaker in the suprachiasmatic nucleus (SCN) of the hypothalamus. The SCN master clock is the only oscillator in the circadian network directly entrained by light detected at the retina^7^. In turn, this master clock generates oscillations in systemic cues (e.g. endocrine signals) and behavioral cycles (e.g. feeding/fasting, activity/rest) that synchronize cell-autonomous peripheral clocks to ensure phase coherence^8,9^. For example, the hepatic peripheral clock ensures that genes associated with nutrient transport, metabolism, and detoxification are coordinated with feeding/fasting cycles^3^. Temporal separation of incompatible or opposing metabolic processes also minimizes futile cycles while optimizing metabolic efficiency, energy use/storage, and cellular function. Approximately 40% of all genes in the mouse genome are circadian-regulated in at least one tissue, while the liver expresses the largest number of rhythmic genes (~11–16% of all detected transcripts), with ~50% of hepatic metabolites exhibiting oscillating levels^10–12^.

At the cellular level, circadian clocks comprise autonomous, interlocking transcription-translation feedback loops^13^. The positive limb involves the core activators circadian locomotor output cycles kaput (CLOCK), brain and muscle ARNT-like 1 (BMAL1, aka ARNTL), and neuronal PAS domain protein 2 (NPAS2, a CLOCK paralog), which are all members of the basic helix-loop-helix (bHLH) Per-Arnt-Sim (PAS) protein family. ARNTL forms a heterodimer with either CLOCK or NPAS2, which binds to E-box-containing response elements and induces cryptochrome (*Cry1*, *Cry2*) and period (*Per1*, *Per2*, *Per3*) transcription. Accumulating CRY and PER dimerize and interfere with ARNTL/CLOCK activity, thereby repressing their own transcription to create the negative limb of the loop. The ARNTL/CLOCK complex also induces the transcription of the *Nr1d1* (encodes REV-ERBα) and *Nr1d2* (encodes REV-ERBβ) repressors, which compete with the retinoic acid-related orphan receptor (ROR) α, β and γ activators for ROR-response elements (ROREs). REV-ERBα and β rhythmically repress *Arntl* transcription, creating a second feedback loop within the core clock. Several D-box-binding transcription factors are also regulated by ARNTL/CLOCK including D-site albumin promoter binding protein (DBP), thyrotroph embryonic factor (TEF), hepatic leukemia factor (HLF), and interleukin-3 regulated nuclear factor (NFIL3, aka E4BP4). Interactions between these loops generate transcriptional oscillation patterns in circadian-controlled target genes, where the expression phase is determined by the combination of E-boxes, ROREs, and D-boxes within each gene’s regulatory region.

The aryl hydrocarbon receptor (AhR) and its binding partner the aryl hydrocarbon receptor nuclear translocator (ARNT) are also members of the bHLH-PAS family and exhibit significant sequence homology with CLOCK and ARNTL, respectively^14–16^. Interestingly, several endogenous ligands of the AhR are photo-oxidation products of tryptophan (e.g. 6-formylindolo[3,2-b]carbazole (FICZ)), suggesting the AhR regulates biological rhythms in response to light-derived chemical messengers^17,18^. Additionally, AhR-deficient mice exhibit exacerbated behavioral responses to shifts in light cycles, increased amplitudes in core clock gene expression, and alterations in circadian-controlled metabolites (e.g. glucose, insulin, triglycerides), further demonstrating a role for AhR in circadian regulation^19^.

2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) is the prototypical ligand for a structurally diverse group of synthetic chemicals, natural products, and endogenous metabolites that activate the AhR^20^. Ligand binding causes the cytoplasmic AhR to dissociate from its chaperone proteins, followed by translocation to the nucleus and heterodimerization with ARNT. The ligand-bound AhR/ARNT complex then binds to dioxin response elements (DREs) within the promoter region of target genes, leading to recruitment of transcriptional co-regulators and differential gene expression^21^. Studies have also demonstrated differential gene expression following AhR binding within DNA regions lacking a DRE^22–25^. In mice, TCDD-elicited activation of the AhR affects the master clock, altering oscillations in circadian locomotor activity and expression patterns of core clock genes (*Arntl*, *Per1*) within the SCN^26,27^. Furthermore, AhR activation alters the rhythmic expression of core circadian regulators within the peripheral clocks of the liver, ovaries, and hematopoietic stem cells^28–30^.

Our previous studies detected TCDD-elicited differential expression of several core clock regulators and circadian-controlled target genes^31^. In addition to sigmoidal, exponential, and linear dose-response curves, a surprising number of genes also exhibited U- or inverted U-shaped curves, potentially reflecting rhythmic expression patterns^32,33^. TCDD also dysregulated porphyrin biosynthesis and increased hepatic levels of heme^31^, a cofactor for several core clock regulators including REV-ERBα/β, NPAS2, CLOCK, and PER2^34–37^. However, due to the large number of animals used to assess dose-response relationships, tissues were harvested over several hours, introducing confounding effects on circadian-regulated gene expression. The current study was designed to investigate the effects of TCDD on the diurnal rhythmicity of the hepatic transcriptome and metabolome, focusing on pathways associated with the progression of steatosis to steatohepatitis with fibrosis. We report TCDD abolished or dampened the rhythmicity of the core clock regulators at the mRNA, protein, and functional levels, collapsing the oscillation of virtually all circadian-controlled hepatic genes and metabolites. This loss of rhythmicity indicates optimal hepatic metabolism was decoupled from nutrient availability, compromising metabolic efficiency, energy storage, enterohepatic circulation, and redox homeostasis.

## Materials and Methods

### Animal treatment and sample collection

Postnatal day 25 (PND25) male C57BL/6 mice weighing within 10% of each other were obtained from Charles River Laboratories (Kingston, NY) and housed in Innovive Innocages (San Diego, CA) containing ALPHA-dri bedding (Shepherd Specialty Papers, Chicago, IL) in a 23 °C environment with 30–40% humidity. Mice were provided Aquavive water (Innovive) and Harlan Teklad 22/5 Rodent Diet 8940 (Madison, WI) *ad libitum*. Mice were entrained to a 12 h/12 h light/dark cycle for ~2 weeks prior to treatment and were maintained on this schedule throughout the treatment period. Mice (PND41) were orally gavaged at zeitgeber time (ZT) 0 with sesame oil vehicle (Sigma-Aldrich, St. Louis, MO) or 30 μg/kg body weight TCDD (AccuStandard, New Haven, CT) every 4 days (d) for a total of 7 exposures (Supplementary Fig. S1). The first gavage was administered on day 0 of the study and the final gavage was administered on day 24. Beginning at ZT0 on day 28, vehicle- and TCDD-treated mice were weighed and euthanized every 3 h ( ± 15 min) for 24 h (8 time points). Mice at the ZT0, 3, 6, and 9 time points were euthanized with the lights on, while mice at the ZT12, 15, 18, and 21 time points were euthanized under minimal light (overhead lights off, shielded from lamp light by a partial wall). The number of mice euthanized at each time point is listed in Supplementary Fig. S1. Differences in the number of mice within each group were due to animal losses (death or euthanasia prior to day 28) that can specifically be attributed to poor initial health (e.g. overgrown teeth, runts) and/or fighting/bullying. For animals exhibiting weight loss near the end of the study, treatment-related effects may have also been a factor. Livers were removed, weighed, flash frozen in liquid nitrogen, and stored at −80 °C. The relative liver weight (RLW) was calculated by dividing total liver weight by the terminal body weight. Hepatic TCDD levels resulting from this dosing regimen have previously been published^38^. The 30 μg/kg TCDD dose was chosen to compensate for the relatively short study duration compared to lifelong cumulative human exposure from diverse AhR ligands, the bioaccumulative nature of halogenated AhR ligands, and differences in TCDD’s metabolism and half-life (humans: 1–11 years^39,40^, mice: 8–12d^41,42^). Repeated dosing with 30 μg/kg TCDD elicits steatohepatitis with mild fibrosis and negligible necrosis/apoptosis in male mice^32^. Using this dosing regimen allowed us to examine circadian-regulated metabolic pathways which contribute to the progression of steatosis to steatohepatitis with fibrosis.

Food consumption was monitored in a separate cohort of male C57BL/6 mice exposed to the same treatment regimen of sesame oil vehicle or 30 µg/kg TCDD. Four cages of co-housed mice were included per treatment group. The food trough containing the rodent chow for each cage was weighed daily at ZT0. Food consumption was calculated based on the number of mice in the cage. For the dose-response analysis, a separate cohort of male C57BL/6 mice was orally gavaged at ZT0 with either sesame oil vehicle or 3, 10, or 30 μg/kg TCDD every 4 days for 7 exposures, as described above. Mice were euthanized on day 28 at either ZT0–3 or ZT5.5–8.5 and liver samples were flash frozen. A separate cohort of male C57BL/6 mice was orally gavaged at ZT2–4 with a single bolus dose of sesame oil vehicle or 30 µg/kg TCDD. Mice were euthanized 2 h after treatment (ZT4–6) and livers were collected for chromatin immunoprecipitation (ChIP) analysis. Dosing and euthanasia time points for the ChIP analysis were chosen to correspond with peak ARNTL binding (ZT6)^43^. All animal handling procedures were performed with the approval of the Michigan State University (MSU) Institutional Animal Care and Use Committee, in accordance with ethical guidelines and regulations.

### RNA-Seq analysis

Frozen liver samples were homogenized in TRIzol using a Mixer Mill 300 tissue homogenizer (Retsch, Germany) and total RNA was isolated as previously described^44^. RNA was quantified using a Nano-drop spectrophotometer (Thermo Scientific, Wilmington, DE) at 260 nm. Purity was assessed using the A_260_/A_280_ ratio and quality was analyzed using the Caliper LabChip GX (Perkin Elmer, Waltham, MA).

Hepatic gene expression at 3 h intervals was examined using RNA-Seq performed at the MSU Research Technology Support Facility (RTSF) Genomics Core (rtsf.natsci.msu.edu/genomics). Hepatic libraries from three individual mice (n = 3) were prepared using the Illumina TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA). Libraries were quantified and sequenced as previously described, at a read depth of ~30 M per sample^31,33^. Reads were assessed for quality using FASTQC v0.11.3 and then mapped to the mouse reference genome (GRCm38 release 81) using Bowtie2 v2.2.6 and TopHat2 v2.1.0. The RNA-Seq dataset was deposited in the Gene Expression Omnibus (GEO; accession number GSE119780). For TCDD-mediated differential gene expression, fold changes were calculated relative to vehicle controls at each ZT. Genes were considered differentially expressed if |fold change| ≥ 1.5 and statistical P1(t) value ≥ 0.8 at one or more time points.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

qRT-PCR was used to examine dose-dependent changes in hepatic gene expression. For each sample, cDNA was synthesized from 1 µg of total RNA using the High-Capacity cDNA Reverse Transcription Kit, as described by the manufacturer (Applied Biosystems, Foster City, CA). PCR amplification was conducted on a Bio-Rad CFX Connect Real-Time PCR Detection System using iQ SYBR Green Supermix, according to the manufacturer’s protocol (Bio-Rad, Hercules, CA). Gene expression was normalized to the geometric mean of two housekeeping genes (*Actb* and *Gapdh*), and fold changes relative to vehicle controls were calculated using the 2^−∆∆CT^ method. Forward and reverse primer sequences and amplicon sizes are provided in Supplementary Table S1.

### Protein quantification – capillary electrophoresis

Liver samples were homogenized in RIPA buffer supplemented with protease inhibitor cocktail (Sigma) using a Polytron PT2100 homogenizer (Kinematica, Lucerne, Switzerland) and sonicated on ice. Samples were centrifuged and total protein in the supernatant was measured using the bicinchoninic acid (BCA) assay (Sigma). The WES capillary electrophoresis system (ProteinSimple, San Jose, CA) was used with the following antibodies from Cell Signaling (Danvers, MA): ARNTL (#14020), REV-ERBα (#13418), and NFIL3 (#14312). Primary antibodies were detected using a goat anti-rabbit secondary antibody conjugated to horseradish peroxidase. Chemiluminescence signals were analyzed with Compass software (ProteinSimple). Target protein levels were normalized to total protein.

### ChIP and putative DRE identification

ChIP-PCR was used to: (i) investigate hepatic genomic ARNTL binding in male mice orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4d for 28d, and (ii) compare genomic binding of AhR, ARNTL, and CLOCK in male mice 2 h after treatment with sesame oil vehicle or 30 µg/kg TCDD. Hepatic chromatin was prepared using the *tru*ChIP Tissue Chromatin Shearing Kit (Covaris, Woburn, MA) according to the manufacturer’s instructions with minor modifications. Briefly, frozen liver samples (~120 mg) were homogenized using a Polytron PT2100 homogenizer (Kinematica) in cold PBS. Protein-DNA complexes were cross-linked in 1% formaldehyde for 10 min and chromatin was sheared for 10 min in a 1 mL AFA Fiber milliTUBE using the M220 Focused-Ultrasonicator (Covaris). Size distributions of dsDNA fragments were assessed by running a DNA 1200 chip on the Agilent 2100 Bioanalyzer (Santa Clara, CA), to verify that ≥ 70% of fragments were within 150–700 bp. Triton X-100 (10%) was added to chromatin to achieve a final concentration of 1%. Cross-linked DNA was immunoprecipitated with rabbit antibodies as previously described^45^: IgG (#2729, Cell Signaling), ARNTL (#14020, Cell Signaling), CLOCK (ab3517, Abcam, Cambridge, MA), or AhR (BML-SA210, Enzo, Farmingdale, NY). ChIP DNA was purified using a QIAquick PCR purification kit (QIAGEN, Hilden, Germany) and eluted in 40 µL water. ChIP DNA and input DNA (diluted 100-fold) was quantified using qRT-PCR conducted on a Bio-Rad CFX Connect Real-Time PCR Detection System (Hercules, CA) as previously described^44^. Previously identified binding sites were targeted using the forward and reverse primer sequences listed in Supplementary Table S2^25,31,43^. A negative control region on chromosome 6 was identified using our group’s AhR^31^ and ARNTL (unpublished) ChIP-Seq datasets. Percent input was calculated using 100% * 2^((Ct Input − 6.644) − Ct IP)^.

Hepatic AhR ChIP-Seq was previously performed on samples from male C57BL/6 mice 2 h following a single oral dose of 30 µg/kg TCDD^31^. The full ChIP-Seq dataset for the male liver is available on GEO (GSE97634). Putative DREs (pDREs) were previously identified^46^. Briefly, the mouse genome (mm10 GRCm38 build) was computationally searched for the DRE core consensus sequence 5′-GCGTG-3′. Each identified core was extended by 7 bp upstream and downstream. The resulting 19 bp sequences were scored using a position weight matrix constructed from bona fide functional DREs. Matrix similarity scores (MSS) ≥ 0.856 were considered to be pDREs. For annotation at the gene level, pDRE locations were compared against the regulatory region (10 kb upstream of the transcription start site together with 5′- and 3′-untranslated regions) and coding sequence of each mouse gene obtained from the University of California Santa Cruz (UCSC) genome browser. UCSC genome browser tracks indicating pDRE locations within the mouse genome are available at http://dbzach.fst.msu.edu/index.php/supplementarydata.html. The raw bedGraph file for the mouse pDRE analysis is available on Harvard Dataverse^47^.

### Glucose and glycogen assay

Liver samples (~50 mg) were homogenized in 6% perchloric acid (250 µl) using a Polytron PT2100 homogenizer (Kinematica). To hydrolyze the glycogen, 25 µl of 1 M NaHCO_3_ and 125 µl of 2 mg/ml amyloglucosidase (Sigma-Aldrich) was added to 50 µl of the homogenate. Samples were incubated and shaken for 2 h at 37 °C and then centrifuged to remove debris. Glycogen and glucose were quantified using the glucose assay kit (Pointe Scientific, Canton, MI) with a M200 plate reader (Tecan, Durham, NC). Total hepatic glycogen levels were corrected using hepatic glucose levels and expressed as glucose units.

### Untargeted metabolomics analysis of hepatic extracts

Polar metabolites were extracted from liver samples using methanol:water:chloroform as previously described^48^. Briefly, flash frozen liver samples (~25 mg) were homogenized (Polytron PT2100, Kinematica) in a mixture of HPLC-grade methanol and water (5:3 ratio) containing all 20 ^13^C-,^15^N-labelled amino acids (Sigma; 767964) as internal standards. HPLC-grade chloroform (methanol:water:chloroform ratio 5:3:5) was added, vortexed, shaken for 15 min at 4 °C, and centrifuged at maximum speed (3000 × g) to achieve phase separation. The methanol:water phase containing the polar metabolites was transferred, dried under nitrogen gas at room temperature, and stored at −80 °C. Prior to analysis, the dried metabolite extracts were resuspended in 300 µL HPLC-grade water. For analysis in negative mode, 3 parts of the resuspended polar extract was diluted with 1 part 4X mobile phase (40 mM tributylamine + 60 mM acetic acid in 88/12 H_2_O/MeOH). For analysis in positive mode, 3 parts of the resuspended polar extract was diluted with 7 parts acetonitrile. Diluted samples were centrifuged at 15,000 g for 10 minutes to remove any remaining protein and the supernatant was transferred to autosampler vials.

Extracts were examined by untargeted liquid chromatography mass spectrometry (LCMS) using an Acquity UPLC System (Waters, Milford, MA) coupled with an Xevo G2-XS Quadrupole Time of Flight (QTof) mass spectrometer (Waters) run in MS^E^ continuum mode. For negative mode analysis, ion-pairing reverse phase chromatography was performed on an Ascentis Express column (C18, 5 cm × 2.1 mm, 2.7 µm, Sigma) using a modified version of a previously described method^48^ with the following LC parameters: injection volume, 10 µl; column temperature, 30 °C; and flow rate, 400 µl/min. The LC solvents were solvent A: 10 mM tributylamine and 15 mM acetic acid in 97:3 water:methanol (pH 4.95) and solvent B: methanol. Elution from the column was performed over 11 min with the following gradient: t = 0, 0% solvent B, flow rate 0.4 ml/min; t = 1, 0% solvent B, flow rate 0.4 ml/min; t = 2, 20% solvent B, flow rate 0.3 ml/min; t = 3, 20% solvent B, flow rate 0.25 ml/min; t = 5, 55% solvent B, flow rate 0.15 ml/min; t = 8, 95% solvent B, flow rate 0.15 ml/min; t = 8.5, 95% solvent B, flow rate 0.15 ml/min; t = 9, 0% solvent B, flow rate 0.4 ml/min; t = 11, 0% solvent B, flow rate 0.4 ml/min. Mass spectra were acquired using negative-mode electrospray ionization run in MS^E^ continuum mode. The capillary voltage was 2,500 V and cone voltage was 40 V. Nitrogen was used as cone gas and desolvation gas, with flow rates of 50 and 600 L/h, respectively. The source temperature was 100 °C, and desolvation temperature was 300 °C. Argon was used as collision gas.

For positive mode analysis, normal phase chromatography was performed using an Acquity UPLC Ethylene Bridged Hybrid (BEH) Amide column (10 cm × 2.1 mm, 2.7 µm, Waters) with the following LC parameters: injection volume, 10 µl; column temperature, 40 °C; and flow rate, 300 µl/min. The LC solvents were solvent A: 10 mM ammonium formate and 0.1% formic acid in water (pH 3.26) and solvent B: acetonitrile. Elution from the column was performed over 10 min with the following gradient: t = 0, 99% solvent B, flow rate 0.3 ml/min; t = 7, 50% solvent B, flow rate 0.3 ml/min; t = 8, 50% solvent B, flow rate 0.3 ml/min; t = 8.01, 99% solvent B, flow rate 0.3 ml/min; t = 10, 99% solvent B, flow rate 0.3 ml/min. Mass spectra were acquired using positive-mode electrospray ionization run in MS^E^ continuum mode. The capillary voltage was 3,000 V and cone voltage was 35 V. Nitrogen was used as cone gas and desolvation gas, with flow rates of 25 and 600 L/h, respectively. The source temperature was 100 °C, and desolvation temperature was 350 °C. Argon was used as collision gas. Progenesis QI (Waters) was used for peak processing. Metabolites were identified using the Human Metabolome Database (HMDB). Each sample was normalized to both liver weight and ^13^C-,^15^N-labelled amino acid standards: tryptophan and leucine for negative mode; phenylalanine and tyrosine for positive mode.

### Data analysis and data availability

The JTK_CYCLE package (v3) for R (v3.2.4) was used to assess rhythmicity of the transcriptomic and metabolomic datasets, as well as tissue weights, protein levels, and ChIP-PCR results^49^. Endpoints were considered to exhibit diurnal rhythmicity if BH q-value ≤ 0.1 for a period range of 21–24 h.

The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 was used to identify enriched functional clusters within hepatic genes (i) exhibiting rhythmicity in controls but not TCDD-treated mice, and (ii) differentially expressed (|fold change| ≥ 1.5; P1(t) ≥ 0.8) by TCDD at three or more time points^50^. Only Gene Ontology (GO) Biological Processes were considered. The *mummichog* algorithm within MetaboAnalyst v4.0 (MS Peaks to Pathways module) was used to identify enriched KEGG pathways within mass spectrometry peaks that lost their rhythmicity following TCDD treatment^51^. Enrichment scores (ES; −log(p-value)) ≥ 1.3 were considered significant. Compound identifications determined by the *mummichog* analysis were used in select cases where the Progenesis QI software failed to identify a peak (e.g. heme).

The RNA-Seq analysis of hepatic gene expression at 3 h intervals is available in GEO (accession number GSE119780). Primer sequences for the qRT-PCR and ChIP-PCR analyses are listed in Supplementary Tables S1 and S2, respectively.

## Results

### TCDD abolished daily oscillations in relative liver weight

The effects of TCDD on body and liver weight were examined following oral gavage with sesame oil vehicle or 30 µg/kg TCDD every 4d for 28d. At euthanasia, the average body weight of treated mice was ~15% less than controls (Supplementary Fig. S2). JTK_CYCLE analysis determined that the RLW of controls oscillated in a diurnal manner, peaking at ZT0 (Fig. 1). This is consistent with previous mouse and rat studies in which both RLW and hepatocyte size were found to exhibit circadian oscillations over a 24 h period, reaching maximal size and weight at the end of the feeding phase (ZT0)^52,53^. TCDD increased RLW at each time point with a maximum increase of 1.9-fold at ZT12, comparable to RLW increases reported in previous studies^31,38^. Notably, the daily rhythmicity in RLW was lost following TCDD treatment (Fig. 1). TCDD had no effect on daily food consumption over the 28d treatment regimen (Supplementary Fig. S3), consistent with previous studies^54^. Therefore, TCDD-elicited alterations in body weight, RLW, and hepatic rhythmicity are not driven by changes in overall food intake.

**Figure 1:**
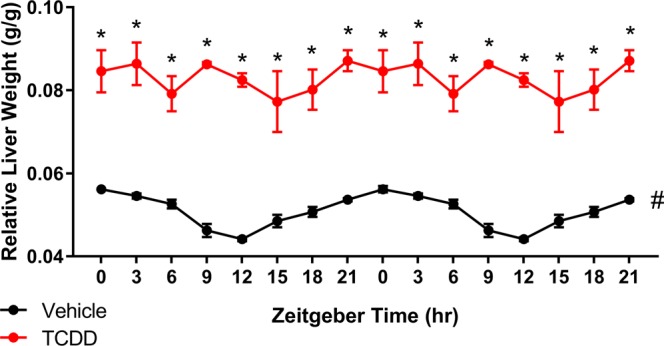
Relative liver weight (RLW) of male C57BL/6 mice orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Data points represent the average of at least 3 individual mice ± standard error of the mean. Statistical significance (*p ≤ 0.05) between vehicle and TCDD was determined using a two-way ANOVA analysis followed by Sidak’s multiple comparison test. JTK_CYCLE determined RLW in control animals exhibited daily oscillations (# BH q ≤ 0.1), while RLW rhythmicity was not detected in TCDD-treated mice. Data are double-plotted along the x-axis for better visualization of rhythmicity.

### Loss of hepatic rhythmic gene expression following AhR activation

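Livers of 48 male C57BL/6 mice were sequenced, 3 per treatment at each of 8 Zeitgeber times (ZT, hours after lights on) set 3 h apart, so that 24 livers came from vehicle-treated and 24 from TCDD-treated mice. TCDD, a dioxin that activates the aryl hydrocarbon receptor (AhR), was gavaged at 30 µg/kg every 4 days over 28 days, and controls received sesame oil. The authors aligned the reads to the mouse genome GRCm38 and deposited, for each liver, the number of reads counted on each of 50686 Ensembl genes, without normalization. Reads counted on genes summed to between 8043922 and 30912742 per vehicle liver, with a median of 20858166.5, and to between 15562968 and 24371662 per TCDD liver, with a median of 20193238. The paper gives a read depth of about 30 M per sample, and the values here rest on the reads counted on genes, with a median total of 20472879.5 over all livers. Counts were normalized with edgeR's TMM method, whose factors had a median of 0.792 in vehicle and 1.306 in TCDD livers. Under this scaling the log2 fold change by TCDD had a median of 0.11 over all genes and ZT, and scaling by the total count alone raised log2 fold changes by a median of 0.68. The 23168 genes with at least 0.1 CPM (counts scaled to the library total) in at least 3 livers were tested. Rhythmicity was tested separately in the 24 livers of each treatment with JTK_CYCLE, a rank test of each gene's values against cosine curves, rewritten with its exact null distribution, periods of 21 and 24 h, acrophases in steps of 1.5 h and a Benjamini-Hochberg (BH) q-value of at most 0.1. Where several curves fitted equally well, their acrophases and periods were averaged. Fold changes by TCDD at each ZT came from edgeR's quasi-likelihood test in one fit of all 48 livers, with BH adjustment within each ZT, and a gene was called differentially expressed at a fold change of at least 1.5 and an adjusted p of at most 0.05, whereas the paper used an empirical Bayes posterior probability. An exact permutation test of 3 livers against 3 cannot give a p below 0.1, so the adjusted p-values rest on the spread that edgeR shares between genes. A difference in rhythm between treatments was tested with the interaction of treatment and a 24 h harmonic in edgeR. Sample-sheet numbers that came with the deposited counts run over 24 values for the lower and again for the higher animal numbers, which was read here as 2 sets of 24 libraries, the first with 15 vehicle and 9 TCDD livers. All vehicle livers from ZT0 to ZT12 are in the first set and all those from ZT15 to ZT21 in the second, so that set and ZT cannot be told apart in vehicle livers, and at ZT9 and ZT12 set and treatment cannot be told apart either.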

Using RNA-Seq, TCDD-elicited hepatic transcriptomic changes were assessed at 3 h intervals over a 24 h period. 

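Over the 24 vehicle livers, 4912 of the 23168 genes tested (21.2%) reached a JTK_CYCLE q-value of at most 0.1, and the lowest q-value was 5.1e-06. At a p of at most 0.05, corrected over the 15 curves tested per gene but not over genes, 5837 genes passed. Acrophases of the 4912 genes were unevenly spread, with 1028 (20.9%) peaking between ZT6 and ZT9 and 935 (19.0%) between ZT18 and ZT21. Between ZT21 and ZT24, 373 (7.6%) peaked. Acrophases were kept within the fitted period, so a curve of 21 h could not peak in this last window, which can lower its count. Vehicle livers from ZT0 to ZT12 are in one library set and those from ZT15 to ZT21 in the other. A difference between the sets could therefore add genes to the 2 fullest windows, and set and time of day cannot be told apart here. Leaving out 1 liver of each group in turn moved the count most, to 1826 genes at the lowest.

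**Figure D1:**
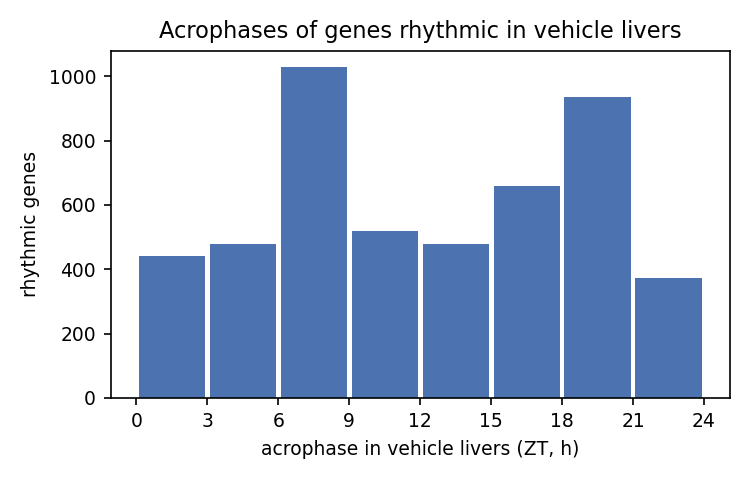
Number of genes rhythmic in vehicle livers (JTK_CYCLE q of at most 0.1, 24 livers) by the 3 h window of ZT in which their expression peaked, with bars starting at 0. The bars from ZT6 to ZT9 (1028 genes) and from ZT18 to ZT21 (935 genes) are the highest. Library set and ZT coincide in vehicle livers, so a difference between the sets could add to these bars. Curves with a period of 21 h cannot peak between ZT21 and ZT24, which can lower the last bar.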

JTK_CYCLE analysis of the RNA-Seq data detected 5,636 hepatic genes exhibiting diurnal rhythmic expression (BH q-value ≤ 0.1; period = 21–24 h) in control mice (Fig. 2A), equivalent to 25.7% of the 21,896 genes expressed in the liver. This is higher than the ~11 to 16% of hepatic genes reported to exhibit circadian oscillations in other studies^10,11^, but less than a recent 37% estimate^12^. These discrepancies are likely due to differences in the BH q-value cut-off, transcriptomic platforms, sampling intervals, and statistical power. 

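Among the 16 clock genes of Table 1, JTK_CYCLE gave q-values in vehicle livers from 5.1e-06 for *Per2* to 0.0319 for *Cry2*, apart from *Rora*. *Arntl* (ENSMUSG00000055116), on chromosome 7 of GRCm38 from 113207465 to 113314126, had a mean normalized count of 1087 ± 192 (SD, n = 3 mice) at ZT0 and of 15.8 ± 4.43 at ZT9, with an acrophase of 21.8 h and an amplitude of 572 normalized counts. *Npas2* (acrophase 0 h) and *Clock* (21.8 h) peaked at nearly the same time, with q-values of 1.59e-05 and 0.00012. *Dbp* (ENSMUSG00000059824), on chromosome 7 of GRCm38 from 45705088 to 45710203, peaked in the opposite phase, from 31.1 ± 8.14 at ZT0 to 5220 ± 935 at ZT9. *Per2* (ENSMUSG00000055866), on chromosome 1 of GRCm38 from 91415982 to 91459324, ranged from 233 ± 35.4 at ZT3 to 3017 ± 30.1 at ZT15. Acrophases were 7.5 h for *Nr1d1*, 9 h for *Nr1d2*, 12 h for *Per3* and 19.5 h for *Cry1*. With 1 liver of each group left out, *Cry2* lost its call, at q-values of 0.124 to 0.633, and the calls of the other genes stayed.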

Specifically, 15 core hepatic clock regulators exhibited oscillating expression including (i) the E-box binding transcription factors *Arntl* (aka *Bmal1*), *Clock*, and *Npas2*, (ii) the PER/CRY genes *Per1*, *Per2*, *Per3*, *Cry1*, and *Cry2*, (iii) the RORE-binding transcription factors *Nr1d1* (encodes REV-ERBα), *Nr1d2* (encodes REV-ERBβ), and *Rorc* (encodes RORϒ), and (iv) the D-box binding transcription factors *Dbp*, *Tef*, *Hlf*, and *Nfil3*. 

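The mean normalized count of *Rora* (ENSMUSG00000032238), on chromosome 9 of GRCm38 from 68653786 to 69388246, lay between 1605 ± 270.5 (SD, n = 3 mice) at ZT15 and 2078 ± 417 at ZT12 in vehicle livers, and no rhythm stood out from the spread between mice (JTK_CYCLE q = 1 over 24 livers). In TCDD livers the q-value was 0.866.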

Hepatic expression of the RORE-binding transcription factor *Rora* did not exhibit rhythmicity, consistent with previous reports that it lacks circadian oscillation in peripheral tissues^55^. Collectively, these results confirmed that our study was appropriately designed to examine the effects of persistent AhR activation on the hepatic circadian clock.

**Figure 2:**
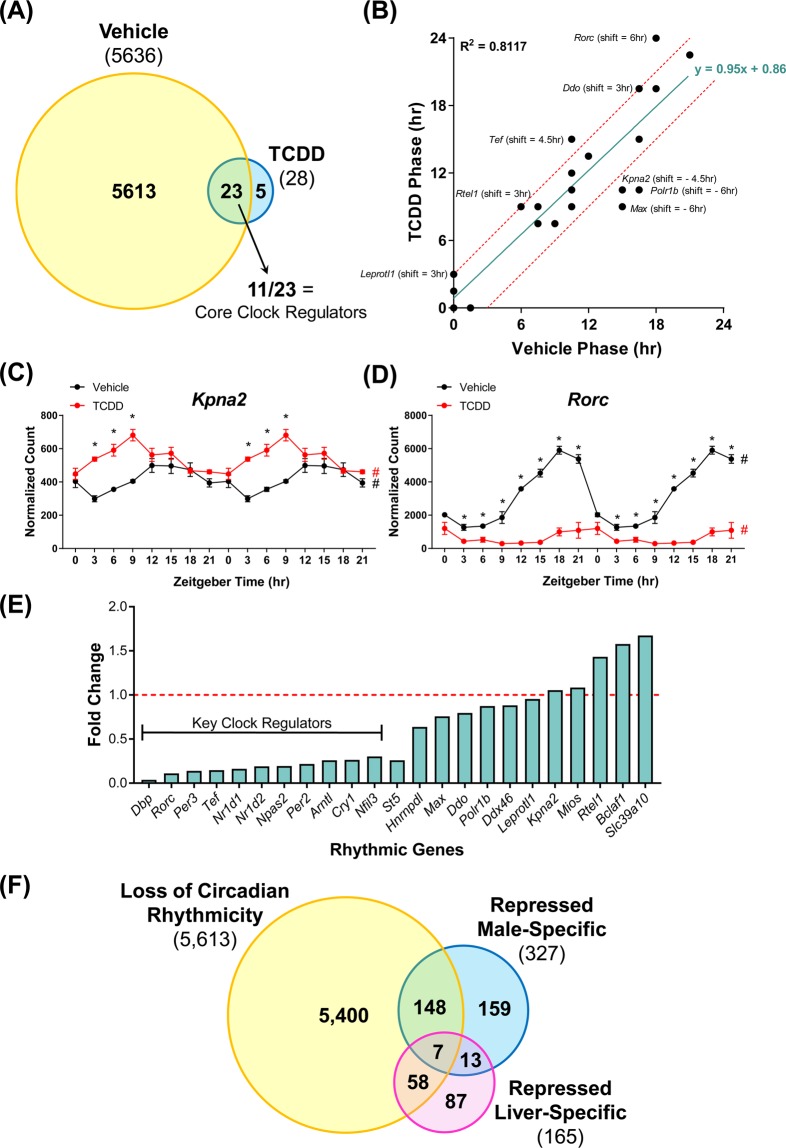
The effect of TCDD on the diurnal rhythmicity of hepatic gene expression in male C57BL/6 mice orally gavaged with sesame oil vehicle or 30 μg/kg TCDD every 4 days for 28 days. (**A**) The number of hepatic genes which exhibited rhythmic expression in vehicle- and TCDD-treated mice. 5,613 of 5,636 (99.6%) rhythmic genes lost their diurnal oscillation pattern following treatment, while 23 genes exhibited rhythmicity in both vehicle- and TCDD-treated mice. Rhythmicity was determined using JTK_CYCLE (BH q ≤ 0.1). (**B**) Correlation between the acrophases (time at which cycle peaks/crests) of rhythmic expression in vehicle- and TCDD-treated mice. The linear regression line is shown in green, while the red dashed lines represent acrophase shifts of ± 3 h. Genes falling within the red dashed lines exhibited negligible acrophase shifts of ≤ 1.5 h. TCDD decreased the acrophase of (**C**) *Kpna2* (as well as *Polr1b* and *Max*, not shown), while increasing the acrophase of (**D**) *Rorc* (as well as *Leprotl1*, *Rtel1*, *Tef*, and *Ddo*, not shown). Data points represent the average of 3 individual mice ± standard error of the mean. Posterior probabilities (*P1(t) ≥ 0.80) comparing vehicle and TCDD were determined using an empirical Bayes method. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Data in (**C**,**D**) are double-plotted along the x-axis for better visualization of rhythmicity. (**E**) Altered amplitudes (fold change) of hepatic genes exhibiting rhythmicity in both vehicle- and TCDD-treated mice. The red dashed line represents a fold change of 1 (i.e. treatment had no effect on amplitude). (**F**) Genes which lost rhythmicity were compared to previously identified sets of male-specific and liver-specific genes repressed by TCDD^56^.

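Across the 24 vehicle livers, normalized counts ranged from 136 to 743 for *Cyp1a1*, from 14340 to 31210 for *Cyp1a2* and from 59.9 to 347 for *Cyp1b1*, and JTK_CYCLE gave a q-value of 1 for each of the 3 genes. *Cyp1a1* (ENSMUSG00000032315) and *Cyp1a2* (ENSMUSG00000032310) are neighbours on chromosome 9 of GRCm38, from 57687928 to 57703824 and from 57676937 to 57683703, and *Cyp1b1* (ENSMUSG00000024087) lies on chromosome 17 from 79701537 to 79715061. The log2 CPM of *Cyp1b1* rose with those of *Cyp1a1* across the vehicle livers (Pearson r = 0.922, permutation p = 1e-05, the smallest that 100000 draws can give, BH adjusted p = 1.33e-05 over 4 relations; Spearman rho = 0.848, permutation p = 1e-05). Without the 2 livers farthest from the median of *Cyp1a1*, r was 0.878, and within the 2 library sets it was 0.916 over 15 livers and 0.914 over 9.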

The classical AhR target genes *Cyp1a1*, *Cyp1a2*, and *Cyp1b1* did not exhibit rhythmicity in vehicle mice according to JTK_CYCLE analysis. In TCDD-treated mice, these cytochrome P450s were induced 542.9-, 19.5-, and 562.7-fold, respectively, confirming hepatic AhR activation. 

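*Cyp1a1* was induced 491-fold at ZT12, where its change was largest, from 266 ± 138 (SD, n = 3 mice) to 130300 ± 3522 normalized counts (log2 fold change 8.94, standard error 0.49, adjusted p = 5.88e-17 from edgeR's quasi-likelihood test with BH adjustment). *Cyp1a2* rose 19.9-fold at ZT0, from 21650 ± 2018 to 431400 ± 181700 (log2 fold change 4.32, standard error 0.35, adjusted p = 1.7e-12). For *Cyp1b1* the largest change was 543-fold at ZT3, from 102 ± 35.7 to 55320 ± 11530 (log2 fold change 9.08, standard error 0.52, adjusted p = 2.04e-16). All 3 genes were induced at all 8 ZT, and the lowest TCDD liver stood above the highest vehicle liver for each. The ratio of *Cyp1a1* to *Cyp1b1* CPM had a median of 2.54 in vehicle and 2.46 in TCDD livers. Scaling by total counts alone and the other alternatives left the direction and the call of each gene in place.

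**Figure D2:**
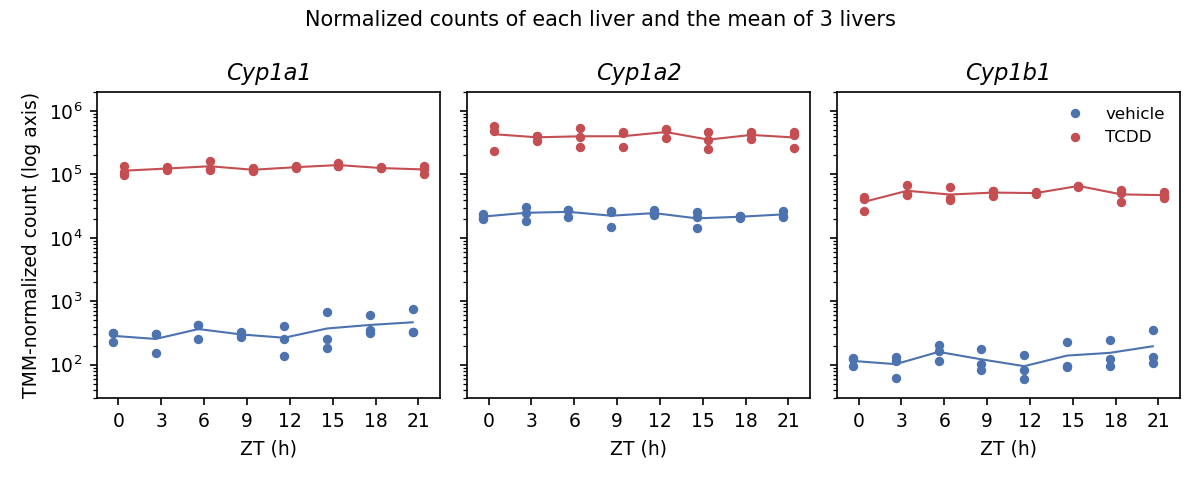
Normalized counts of Cyp1a1, Cyp1a2 and Cyp1b1 (log axis) in each liver against ZT in hours, with vehicle and TCDD livers in separate colors, each point 1 liver, 3 livers per group. TCDD livers lie between 96620 and 164400 for Cyp1a1, 230800 and 585000 for Cyp1a2 and 26250 and 68610 for Cyp1b1, above all vehicle livers.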

Overall, 8,970 arrhythmic genes were differentially expressed by TCDD at one or more time points. 

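With rhythmic genes left aside, 9397 genes were differentially expressed at 1 or more ZT, and with rhythmic genes included 13061 were (edgeR's quasi-likelihood test, fold change of at least 1.5 and BH adjusted p of at most 0.05). The number per ZT ran from 6080 at ZT15 to 7583 at ZT9. At 1 or more ZT, 7336 genes were induced and 5881 repressed. Of 3038 genes changed at all 8 ZT, 1594 were induced throughout and 1441 repressed throughout, whereas 3109 genes changed at exactly 1 ZT. Restricting the test to genes with at least 10 counts in every liver moved the number of arrhythmic genes most, to 3872.

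**Figure D3:**
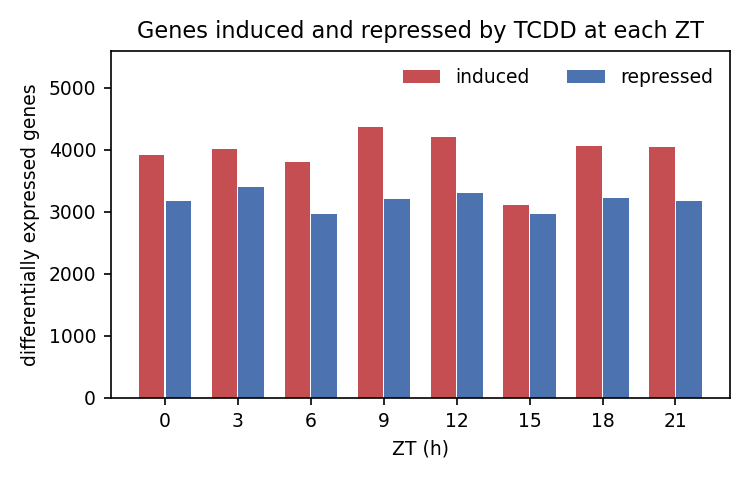
Number of genes induced and repressed by TCDD at each ZT in hours, as side-by-side bars starting at 0, by edgeR's quasi-likelihood test with 3 livers per group. Induced genes outnumber repressed genes at every ZT, by 4373 to 3210 at ZT9 and by 3113 to 2967 at ZT15.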

According to JTK_CYCLE analysis, TCDD abolished the rhythmicity of 5,613 hepatic genes, equivalent to 99.6% of the genes which exhibited circadian regulation in controls. 

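In TCDD livers 13 genes reached a q-value of at most 0.1, and 4900 of the 4912 genes rhythmic in vehicle, 99.8% (95% Wilson interval 99.6 to 99.9), did not. The lowest q-value in TCDD livers was 0.0866, and 555 genes had a p of at most 0.05 before adjustment over genes. The 24 h harmonic had a smaller amplitude in TCDD for 94.8% of the genes rhythmic in vehicle, with a median log2 amplitude of 0.33 in vehicle and 0.125 in TCDD. Choosing genes by their rhythm in vehicle livers favours a larger vehicle amplitude, and how far this raises the percentage was not tested. For 1263 of the 4900 genes, and for 1557 of all genes tested, the interaction of treatment and the 24 h harmonic was significant (BH adjusted p of at most 0.05). Testing each treatment with 24 h harmonic regression in edgeR in place of JTK_CYCLE moved the share of lost genes most, to 98.8%. From the JTK_CYCLE calls in the 2 groups, the paper concludes that TCDD removed the rhythm of nearly every gene that cycled in control livers (Fig. 2A).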

The coefficient of variation (COV = standard deviation / average) of the normalized log_2_-transformed RNA-Seq read counts (n = 3) for each circadian-regulated gene was calculated at each ZT, averaged across the 8 timepoints, and compared between vehicle and TCDD-treated mice (Supplementary Fig. S4). Linear regression analysis revealed a slope of 0.83, suggesting variation in circadian-regulated gene expression was roughly equivalent between control and treated mice.

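Recomputed from log2(normalized count + 1) of the 3 mice at each ZT and averaged over the 8 ZT, the coefficient of variation (COV) had a median of 0.0177 in vehicle and 0.0298 in TCDD livers over 4909 rhythmic genes. The least-squares slope of the TCDD on the vehicle COV was 1.046, with an intercept of 0.0262 and an r-squared of 0.386. The standard deviation between mice was higher in TCDD for 83.3% of the genes, and the median ratio of TCDD to vehicle standard deviation was 1.55. This ratio was 1.158 over all 23168 tested genes, 1.057 over the 18256 not rhythmic in vehicle and 1.506 over the 10317 with a mean normalized count of at least 100. Deviations from the group means were permuted between treatments within each ZT in 100 draws, the real one included. As far from 1 as the real ratio were 1 draw (the real one) for the genes rhythmic in vehicle, 7 for all genes, 54 for those not rhythmic in vehicle and 1 for those of higher count. The pseudocount moved the slope most, to 0.0194 with 0.1 in place of 1, and the ratio of standard deviations was then 1.55.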

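Of the 13 genes with a q-value of at most 0.1 in TCDD livers, 12 were also rhythmic in vehicle livers, namely *Bclaf1*, *Cry1*, *Ddx46*, *Kpna2*, *Max*, *Nfil3*, *Npas2*, *Nr1d1*, *Per2*, *Per3*, *St5* and *Tef*, and *Nsrp1* was not. Their q-values in TCDD livers lay between 0.0866 and 0.0892. For *Nsrp1* the q-value was 1 in vehicle and 0.0892 in TCDD livers. *Arntl* came next to the threshold, with a TCDD q-value of 0.114, and with a period of 24 h only it passed at 0.0607. TCDD q-values of 0.629 for *Sdhaf2*, 0.253 for *Marveld3*, 0.294 for *Folr1* and 0.253 for *Gm17068* did not pass. Of the 23 genes listed in Supplementary Table S3, 22 were rhythmic in vehicle livers. All 23 had a p of at most 0.05 in TCDD livers before adjustment over genes. Harmonic regression called 76 genes in both treatments, including *Dbp* (TCDD q = 0.00262), *Nr1d2* (0.0104), *Hnrnpdl* (0.011), *Rtel1* (0.011), *Mios* (0.0118), *Ddo* (0.00333), *Slc39a10* (0.0201) and *Leprotl1* (0.0828). It did not call *Max* (0.229) or *Nsrp1* (0.135) in TCDD livers, and called *Sdhaf2* at 0.0372. With total counts in place of TMM, with no filter on low counts or with 1 liver of each group left out, no gene passed in TCDD livers. The vehicle calls of *Bclaf1*, *Kpna2*, *Max*, *Leprotl1*, *Rtel1*, *Ddo*, *Slc39a10* and *Mios* were also lost in at least 1 of the 3 fits that left out a liver.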

Following TCDD treatment, only 23 circadian-regulated genes retained rhythmicity, while 5 acquired rhythmic expression (*Sdhaf2*, *Nsrp1*, *Marveld3*, *Folr1*, and *Gm17068*) (Fig. 2A). 

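Over the 12 genes rhythmic in both treatments, the least-squares slope of TCDD on vehicle acrophase was 0.105 with acrophases as JTK_CYCLE gives them. *Nfil3* and *St5* peaked at 21.8 h in vehicle and at 0 h in TCDD livers, on the 2 sides of ZT0. Their vehicle value averaged equally good curves, with a mean period of 22.5 h, and lies near the end of that cycle. With each acrophase difference wrapped to within 12 h the slope was 1.04. Wrapping builds each TCDD value from the vehicle value, so unrelated phases would also give a slope near 1. The 1.04 is therefore no evidence that acrophases were kept. Over all 4912 genes rhythmic in vehicle, the 24 h harmonic phase in TCDD livers lay within 3 h of the vehicle phase for 39.0% where random phases give 25%. Permuting the ZT labels of the TCDD livers 100 times, the real labels included, gave a percentage as high only for the real labels. With at least 10 counts required in every liver 2 of the 100 draws did, and in the 3 fits that left out 1 liver of each group 2, 3 and 1 did.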

Linear regression analysis of the time at which each gene expression cycle peaks/crests (acrophase) between vehicle- and TCDD-treated animals revealed a slope of 0.95, suggesting TCDD had little effect on the acrophase of most genes. 

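Acrophases of 7 of these 12 genes were within 1.5 h in the 2 treatments, namely *Bclaf1*, *Cry1*, *Ddx46*, *Npas2*, *Nr1d1*, *Per2* and *Per3*. Differences were taken on a 24 h cycle, on which *Nfil3* and *St5* lay 2.2 h apart, although their vehicle fits had a mean period of 22.5 h. *Npas2* peaked at 0 h, *Per2* at 15 h and *Per3* at 12 h in both treatments. *Nr1d1* and *Cry1* peaked 1.5 h later in TCDD livers, which is 1 step of the test. In the 3 fits that left out 1 liver of each group, in which no gene was called in TCDD livers, the TCDD acrophase of *Nr1d1* stayed at 9 h, whereas that of *Npas2* was 21.8 h and that of *Per3* 13.5 h in 1 fit each.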

For example, of the 23 genes which maintained rhythmicity, 15 exhibited similar acrophases (±1.5 h) between control and TCDD-treated animals (Fig. 2B; Supplementary Table S3). 

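The acrophase of *Tef* was 10.6 h in vehicle and 13.5 h in TCDD livers, a shift of 2.95 h. *Kpna2* shifted by -6.03 h, from 15.1 to 9.04 h, and *Max* by -4.5 h, from 13.5 to 9 h. Among genes without a call in TCDD livers, the best-fitting curves peaked at 4.5 h in vehicle and 7.5 h in TCDD livers for *Rtel1*, at 15 and 19.5 h for *Ddo*, at 0 and 1.5 h for *Leprotl1* and at 16.5 and 10.6 h for *Polr1b*, which was not called in vehicle livers either (q = 0.22). The interaction with the 24 h harmonic gave adjusted p-values of 9.96e-05 for *Tef*, 0.00126 for *Kpna2*, 0.0422 for *Rtel1* and 0.0295 for *Polr1b*, but 0.0661 for *Max*, 0.128 for *Ddo* and 0.0582 for *Leprotl1*. With DESeq2's size factors *Max* lost its call in TCDD livers (q = 0.106), whereas *Mios* gained one there (q = 0.0892) and *Polr1b* gained one in vehicle livers (q = 0.098).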

TCDD increased the acrophase of *Rorc*, *Tef*, *Leprotl1*, *Rtel1*, and *Ddo* ≥ 3 h (+ve phase shift), and decreased the acrophase of *Kpna2*, *Max*, and *Polr1b* ≥ 4.5 h (−ve phase shift) (Fig. 2C,D). In contrast to limited effects on acrophase, TCDD altered the amplitude of most rhythmic genes. Of the 23 genes identified as rhythmic in both controls and treated mice, 15 exhibited a ≥ 1.3-fold reduction in amplitude, while only 3 genes increased in amplitude (*Rtel1*, *Bclaf1*, *Slc39a10;* 1.4-, 1.6-, 1.7-fold) (Fig. 2E). 

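Of the 12 genes called in both treatments here, 9 had an amplitude at least 1.3-fold smaller in TCDD livers with ratios rounded to 2 decimals. One of the 9, *Max* (69.05 and 53.21 normalized counts), lies just under that limit before rounding. The amplitude of *Nr1d1* was 1881 normalized counts in vehicle and 352 in TCDD livers, that of *Per2* 1549 and 327, that of *Tef* 2948 and 430.1, and that of *St5* 630.1 and 156. *Ddx46* changed little, from 231 to 196. Amplitudes were larger in TCDD livers for *Bclaf1* (218 and 359.6) and *Kpna2* (104.5 and 110.1). Without a call in TCDD livers, *Rtel1* had amplitudes of 32.4 and 53.2, *Mios* of 45.4 and 68.8 and *Slc39a10* of 57.6 and 66.2. Of the 26 amplitude ratios computed for clock genes and genes of Supplementary Table S3, 21 were below 1, and 9 crossed 1 under at least 1 alternative, among them *Kpna2*, *Rtel1*, *Ddx46* and *Max*. The interaction with the 24 h harmonic, which takes in phase as well as amplitude, was significant for *Kpna2* (adjusted p = 0.00126) and *Rtel1* (0.0422). It was not for *Bclaf1* (0.18), *Mios* (0.596), *Slc39a10* (0.829) or *Ddx46* (0.892).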

Overall, TCDD abolished the rhythmicity of the vast majority of clock-controlled hepatic genes, while those that continued oscillating following treatment exhibited reduced amplitudes (in most cases). Beyond the collapse of the hepatic circadian clock, previous studies have shown TCDD also causes the loss of liver-specific and sexually dimorphic gene expression^56^. Comparison of these gene sets revealed 47% of repressed male-specific genes and 39% of repressed liver-specific genes exhibited rhythmicity in vehicle- but not TCDD-treated mice (Fig. 2F).

### TCDD dampened rhythmicity of hepatic core clock regulators

The striking global loss in hepatic gene expression rhythmicity is likely due to the dampened expression of core circadian clock regulators. Notably, TCDD repressed hepatic expression of all 16 core clock regulators at one or more time points (Fig. 3; Table 1). Furthermore, the rhythmic expression of all core clock regulators was diminished by TCDD, involving either a ≥ 3.3-fold reduction in amplitude (*Arntl*, *Npas2*, *Nr1d1*, *Nr1d2*, *Rorc*, *Per2*, *Per3*, *Cry1*, *Nfil3*, *Dbp*, and *Tef*) or a complete loss of oscillation (*Clock*, *Per1*, *Cry2*, and *Hlf*). 

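Each of the 16 core clock genes was repressed at 1 or more ZT (edgeR's quasi-likelihood test), and 5 of them, *Arntl*, *Npas2*, *Clock*, *Per1* and *Cry1*, were also induced at 1 or more ZT. *Dbp* fell by 5.04 on the log2 scale at ZT9 (standard error 0.74, adjusted p = 6.59e-07), a 32.8-fold repression over n = 3 mice per group. *Nr1d1* had a log2 fold change of -3.29 at ZT6, *Per3* of -2.72 at ZT6, *Hlf* of -2.50 at ZT12, *Tef* of -2.41 at ZT9 and *Per2* of -2.29 at ZT18, with adjusted p-values from 4.3e-10 to 1.53e-05. *Arntl* was repressed at 5 ZT, with a log2 fold change of -1.65 at ZT0 (standard error 0.27, adjusted p = 8.25e-06), and induced at 3, with 3.06 at ZT9 (standard error 0.36, adjusted p = 7.71e-09), where TCDD livers held 135 ± 30.7 normalized counts and where library set and treatment coincide. For *Npas2*, which is close to 0 in vehicle livers at ZT12, the largest change was an induction there of 5.77 (standard error 1.75, adjusted p = 0.00819), and this call was lost in 1 of the 3 fits that each left out 1 liver of every group (log2 fold change 4.80). The changes of *Cry2* (-0.97 at ZT12) and *Per1* (-1.80 at ZT12) were no longer significant with total counts in place of TMM, at -0.25 and -1.08, and *Rora* went from -0.76 to -0.06. Those of *Per1* (-1.55) and *Rora* (-0.74) each lost their call in 1 of the 3 fits that left out a liver, too. With total counts 12 of the 16 genes were repressed at 1 or more ZT.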

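The amplitude in TCDD livers was lower than in vehicle livers for all 15 clock genes rhythmic in vehicle, with fold changes (negative where lower in TCDD) of -3.77 for *Arntl*, -4.84 for *Npas2*, -5.85 for *Nr1d2*, -2.97 for *Cry1* and -2.91 for *Nfil3*. *Clock* (584 normalized counts in vehicle and 127.8 in TCDD livers), *Per1* (496 and 145), *Hlf* (490.2 and 37.2) and *Cry2* (259 and 165) had a q-value of 1 in TCDD livers. Only the ratio of *Cry2* crossed 1 under an alternative, with total counts in place of TMM. The interaction of treatment and the 24 h harmonic was significant for 11 of the 16 genes, with the lowest adjusted p for *Npas2* (5.51e-08), *Nr1d1* (7.86e-07) and *Nr1d2* (2.93e-06). It was not significant for *Per3* (0.0505), *Per2* (0.199), *Per1* (0.23), *Cry2* (0.615) and *Rora* (0.196).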

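The JTK_CYCLE amplitude of *Dbp* was 2194 normalized counts in vehicle and 86.7 in TCDD livers (25.3-fold lower), and that of *Per3* 972 and 143.9 (6.75-fold).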

For example, the amplitude of *Dbp*, *Rorc*, and *Per3* was repressed 27.3-, 9.1-, and 7.2-fold by TCDD (Fig. 3; Table 1). qRT-PCR analysis confirmed that TCDD dose-dependently repressed select hepatic core clock genes (Fig. 4).

**Figure 3:**
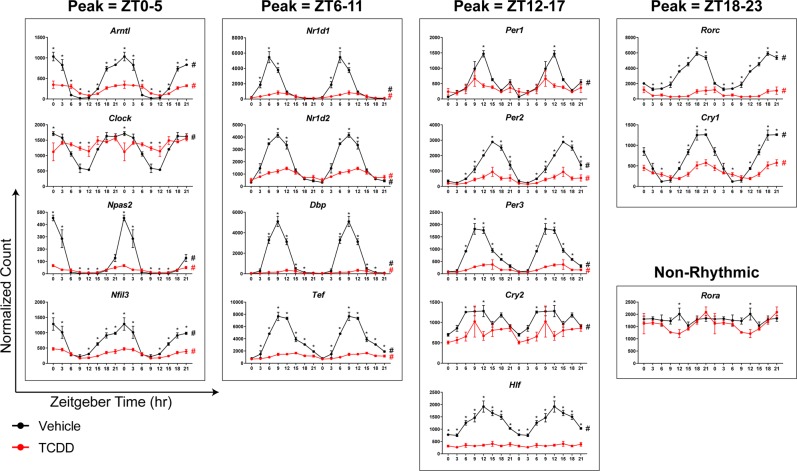
RNA-Seq analysis of core hepatic clock regulators in male C57BL/6 mice orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Data points represent the average of 3 individual mice ± standard error of the mean. Posterior probabilities (*P1(t) ≥ 0.80) comparing vehicle and TCDD were determined using an empirical Bayes method. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Genes are grouped by their acrophase (time at which gene expression peaks/crests in cycle) in vehicle mice. Data are double-plotted along the x-axis for better visualization of rhythmicity.

**Table 1:** Putative dioxin response elements (pDREs) and AhR binding within core clock genes.

Gene	Number of pDREs^a^	Number of AhR Binding Peaks^b^	Max AhR Enrichment Fold Change (AhR vs. IgG)	AhR Enrichment at a pDRE?	Rhythmic^c^ in VEH?	Rhythmic^c^ after TCDD?	Phase Shift (h) (TCDD - VEH)	Amplitude Fold Change (TCDD vs. VEH)
*Arntl*	2	4	2.2	No	Yes	Yes	1.5	−3.9
*Clock*	10	2	1.9	Yes	Yes	No	N/A	N/A
*Npas2*	14	2	2.3	No	Yes	Yes	0	−5.2
*Nr1d1*	1	2	3.2	Yes	Yes	Yes	1.5	−6.1
*Nr1d2*	0	3	2.2	No	Yes	Yes	1.5	−5.3
*Rora*	9	20	6.5	No	No	No	N/A	N/A
*Rorc*	3	2	2.9	No	Yes	Yes	6	−9.1
*Per1*	2	5	2.6	Yes	Yes	No	N/A	N/A
*Per2*	4	7	14.1	Yes	Yes	Yes	−1.5	−4.6
*Per3*	7	0	N/A	No	Yes	Yes	1.5	−7.2
*Cry1*	4	1	2.2	No	Yes	Yes	1.5	−3.8
*Cry2*	13	4	2.9	Yes	Yes	No	N/A	N/A
*Nfil3*	1	5	3.3	No	Yes	Yes	0	−3.3
*Dbp*	3	1	1.9	No	Yes	Yes	0	−27.3
*Tef*	5	2	2.0	Yes	Yes	Yes	4.5	−6.8
*Hlf*	2	9	7.9	Yes	Yes	No	N/A	N/A

^a^Putative dioxin response elements (pDREs; MSS ≥ 0.856) were identified by computationally querying the mouse genome^46^.

^b^AhR genomic enrichment was determined through ChIP-Seq analysis of male livers 2 h after treatment with 30 μg/kg TCDD^31^.

^c^Rhythmicity was determined using JTK_CYCLE (BH q-value ≤ 0.1; period = 21–24 h)^49^.

**Figure 4:**
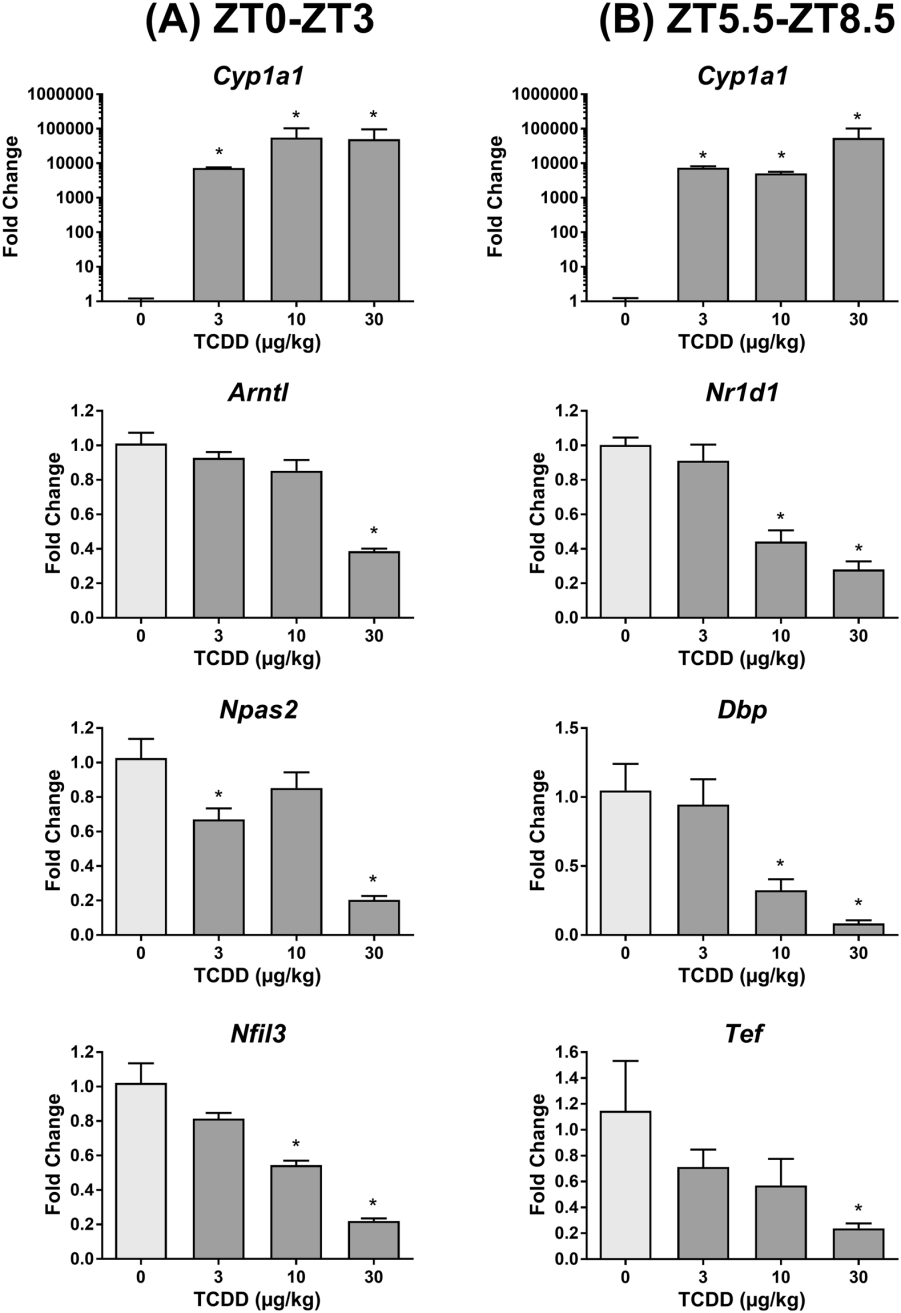
Dose-dependent effects of TCDD on the hepatic expression of core clock genes determined by quantitative real-time polymerase chain reaction (qRT-PCR). Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 3–30 µg/kg TCDD every 4 days for 28 days. On day 28, livers were collected at either (**A**) ZT0–3 or (**B**) ZT5.5–8.5. Bars represent the average of at least 3 individual mice + standard error of the mean. Target genes were normalized to *Gapdh* and *Actb* expression. Statistical significance compared to vehicle controls (*p ≤ 0.05) was determined using a one-way ANOVA analysis followed by Dunnett’s post-hoc test.

Capillary electrophoresis (WES ProteinSimple System) was used to evaluate the effect of TCDD on hepatic protein levels of select clock regulators. JTK_CYCLE analysis (BH q-value ≤ 0.1; period = 21–24 h) confirmed ARNTL, REV-ERBα, and NFIL3 protein levels exhibited rhythmic oscillations in control samples. TCDD reduced hepatic ARNTL and NFIL3 protein levels 14.4- and 80.6-fold, respectively, while REV-ERBα protein was undetected in TCDD-treated mouse liver samples at every time point (Fig. 5). Furthermore, TCDD abolished the diurnal rhythmicity of these three proteins, consistent with reduced amplitudes in gene expression.

**Figure 5:**
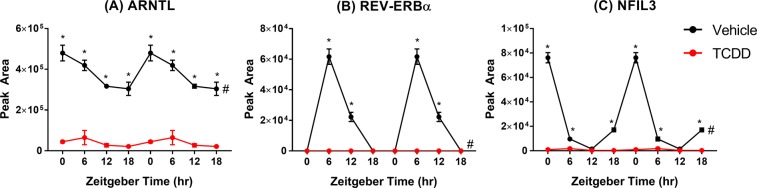
Hepatic protein levels of (**A**) ARNTL, (**B**) REV-ERBα, and (**C**) NFIL3 in male C57BL/6 mice orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Data points represent the average of 3 individual mice ± standard error of the mean measured using capillary electrophoresis (WES ProteinSimple System). Statistical significance (*p ≤ 0.05) between vehicle and TCDD was determined using a two-way ANOVA analysis followed by Sidak’s multiple comparison test. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Data are double-plotted along the x-axis for better visualization of rhythmicity.

ChIP-PCR was used to evaluate hepatic ARNTL genomic enrichment following persistent AhR activation over 28d. In control livers, oscillating genomic ARNTL binding within previously identified target genes was confirmed, with peak binding detected at ZT9. TCDD reduced ARNTL binding within *Per1*, *Dbp*, and *Nr1d1* 3.4-, 4.0-, and 3.7-fold, respectively. Moreover, ARNTL binding rhythmicity was abolished within *Per1* and *Dbp*, while the amplitude of rhythmicity at *Nr1d1* was reduced 5.9-fold (Fig. 6A–C). The specificity of the ARNTL immunoprecipitation was confirmed using a negative control region on chromosome 6 (Fig. 6D). These results demonstrate that TCDD dampened *Arntl* rhythmic mRNA expression, reduced ARNTL protein levels, and impaired ARNTL genomic binding within target genes.

**Figure 6:**
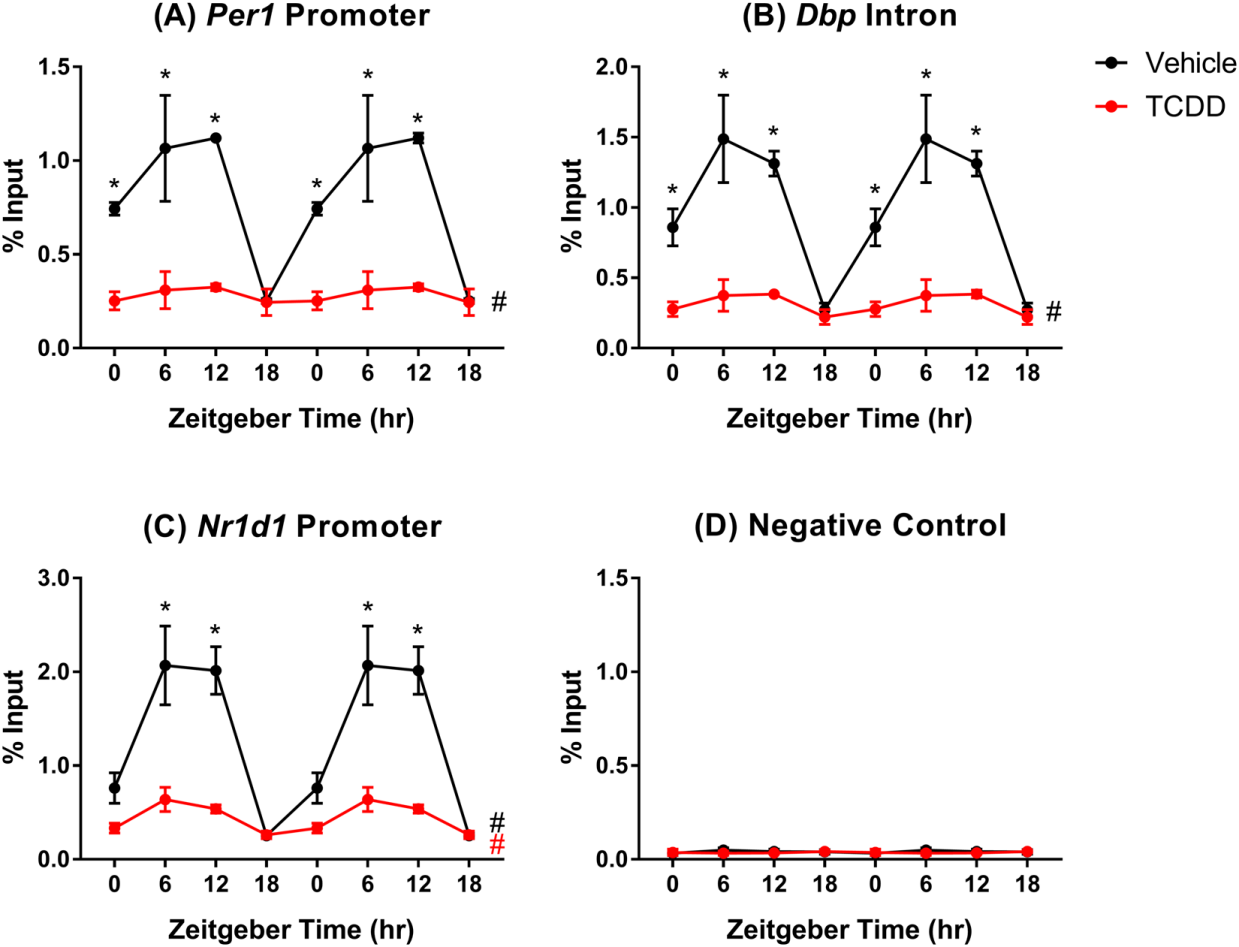
ARNTL genomic enrichment within target genes assessed using chromatin immunoprecipitation (ChIP). Liver samples were collected from male C57BL/6 mice following oral gavage with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Genomic enrichment for ARNTL was quantified by qRT-PCR using primers targeting previously identified ARNTL binding sites within (**A**) the *Per1* promoter (site 2), (**B**) a *Dbp* intron, and (**C**) the *Nr1d1* promoter as described in Supplementary Table S2. (**D**) A negative control region on chromosome 6 was used to confirm the specificity of the ANRTL immunoprecipitation. Data points represent the average % input of 3 individual mice ± standard error of the mean. Statistical significance (*p ≤ 0.05) between vehicle- and TCDD-treated mice was determined using a two-way ANOVA analysis followed by Sidak’s multiple comparison test. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Data are double-plotted along the x-axis for better visualization of rhythmicity.

Although rhythmic expression of most hepatic genes is regulated by the local molecular clock, some genes retain rhythmicity in the absence of a functional hepatic oscillator^57,58^. These “system-driven genes” are regulated by systemic oscillating cues including feeding/fasting cycles, body temperature fluctuations, and diurnal hormones (e.g. glucocorticoids). 

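All 7 genes that the paper groups by regulation through heat shock factor 1 (HSF1) or a role in the heat shock response, *Hsph1*, *Hspa1b*, *Hspa8*, *Hsp90aa1*, *Camk2b*, *Chordc1* and *Stip1*, were rhythmic in vehicle livers, with q-values from 0.00014 to 0.00485, and none was called in TCDD livers. Of 13 other system-driven genes, 9 were rhythmic in vehicle livers and none in TCDD livers, while *Ass1*, *Ifit1*, *Slc25a25* and *Tgoln1* were called in neither. One of the 9 was *Cirbp* (q = 0.000159), with an amplitude of 224 normalized counts in vehicle and 83.3 in TCDD livers. With 1 liver of each group left out, *Hsp90aa1*, *Hspa1b*, *Hsph1*, *Erbb3*, *Heca* and *Ldb1* lost their call in vehicle livers in at least 1 of the 3 fits.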

JTK_CYCLE analysis classified these system-driven genes as arrhythmic following TCDD treatment, with the exception of *Per2*. However, visual assessment suggests some of these genes still exhibit a diurnal oscillating trend (e.g. *Hsph1*, *Hspa1b*. *Hspa8*, *Hsp90aa1*, *Chordc1*, *Stip1*, *Fus*), albeit with reduced amplitude (Supplementary Figs S5 and S6). Despite discrepancies between visual assessment and JTK_CYCLE analysis, the oscillating expression of system-driven genes was altered by TCDD. 

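JTK_CYCLE p-values in the 24 TCDD livers, Bonferroni-corrected over the 15 curves tested per gene but not adjusted over genes, were 0.00307 for *Hspa8* and 0.0155 for *Chordc1*. They were 0.0172 for *Hsp90aa1*, 0.037 for *Hspa1b*, 0.053 for *Stip1* and 0.0631 for *Hsph1*. Harmonic regression called *Hspa8* in TCDD livers at a q-value of 0.0801. Best-fitting curves peaked at 16.5 h in both treatments for *Hsph1*, *Hspa1b* and *Hspa8*, and at 18 h for *Hsp90aa1*. Those of *Chordc1* went from 16.5 h in vehicle to 19.5 h in TCDD livers, of *Camk2b* from 10.55 to 12.05 h and of *Stip1* from 18 to 17.25 h. The amplitude was 100 normalized counts in vehicle and 21.8 in TCDD livers for *Hspa1b*, 2110 and 758 for *Hsp90aa1*, 1073 and 247 for *Stip1* and 338 and 296 for *Chordc1*. The interaction of treatment and the 24 h harmonic was significant for 3 of these 7 genes, *Hsp90aa1* (adjusted p = 0.0107), *Hspa1b* (0.0498) and *Camk2b* (0.00732), and for 5 of the 13 other system-driven genes, with the lowest adjusted p for *Fbxo21* (7.51e-05). At ZT21 *Hspa1b* was repressed by TCDD with a log2 fold change of -2.79 (standard error 0.53, adjusted p = 5.28e-05 from edgeR's quasi-likelihood test), and *Hspa8* had a log2 fold change of -0.76 at ZT15 that was -0.14 with total counts in place of TMM. The call of *Hspa8* was also lost in 2 of the 3 fits that left out 1 liver of each group. *Stip1* was repressed at 4 ZT, most at ZT18 (-0.98, adjusted p = 0.000166), a call lost with total counts in place of TMM. Induced genes were *Hsph1* at 2 ZT, with a log2 fold change of 1.41 at ZT6 (adjusted p = 0.00107), *Hsp90aa1* at 3, with 1.07 at ZT6 (0.0022), and *Camk2b* at 7, with 1.32 at ZT0 (1.35e-06).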

In many cases, hepatic ChIP-Seq analysis identified increased AhR genomic binding in these genes^31^, implying disruption of their rhythmic expression may be a direct consequence of TCDD.

### Increased genomic AhR binding within core clock genes

A previously published hepatic RNA-Seq time-course analysis revealed differential expression of several E-box-containing core clock genes as early as 4 h after TCDD treatment, prior to any phenotypic effects, suggesting direct AhR-dependent regulation of the hepatic clock. Specifically, TCDD repressed *Per1* (2.0-fold; not-significant), *Per3* (3.0-fold), *Dbp* (3.3-fold), and *Tef* (1.8-fold) at 4 h, while *Per2* was induced 3.0-fold^59^. At least one pDRE (MSS ≥ 0.856) is present within the regulatory region (10 kb upstream of TSS to TES) of each mouse core clock gene with the exception of *Nr1d2*^46^. Furthermore, AhR ChIP-Seq analysis of male livers 2 h following TCDD treatment showed increased AhR genomic binding (fold change ≥ 1.9 vs. IgG) within the loci of all core clock genes except *Per3*^31^, providing strong evidence that hepatic core clock genes are direct AhR targets (Table 1). Among these 15 core clock genes, only 7 exhibited AhR enrichment at a site containing a pDRE, while the other 8 genes exhibited AhR enrichment within regions lacking a pDRE (Table 1). Therefore, TCDD-elicited disruption of hepatic rhythmicity likely involves both DRE-dependent and DRE-independent AhR signaling.

*In vitro* studies using Hepa1c1c7 cells treated with β-naphthoflavone (βNF) for 1.5 h report AhR interacts with ARNTL and binds at E-box response elements within the *Per1* promoter. This decreases ARNTL/CLOCK heterodimerization at E-boxes within *Per1* and represses its expression^25^. To further investigate DRE-independent mechanisms involved in circadian dysregulation *in vivo*, ChIP-PCR was used to compare AhR, ARNTL, and CLOCK genomic binding in liver samples of male mice orally gavaged with TCDD for 2 h. The primers described by Xu *et al*. (2010) were used to assess binding within the *Per1* promoter at a site containing a canonical E-box but no pDRE (promoter site 1)^25^. In contrast to *in vitro* βNF treatment, *in vivo* TCDD treatment had no effect on AhR, CLOCK, or ARNTL enrichment within this region (Fig. 7A). A 3.4-fold increase in AhR binding was detected further upstream of the *Per1* transcription start site (promoter site 2), near an E-box and pDRE. However, neither CLOCK nor ARNTL binding were affected by TCDD (Fig. 7B). Similarly, 2.1-fold enrichment in AhR binding was detected in a region containing a non-canonical E-box (5′-CACGTT-3′^60^) within the *Per2* promoter, despite a lack of pDREs. Again, AhR binding did not interfere with CLOCK or ARNTL binding at this site (Fig. 7C). AhR binding was also enriched 21.8-fold at a pDRE within a *Per2* intron. Despite a lack of canonical E-boxes, CLOCK and ARNTL binding were detected but unaffected by TCDD (Fig. 7D). AhR enrichment was also increased 4.3- and 1.8-fold within a *Dbp* intron and the *Nr1d1* promoter, respectively, with no effect on CLOCK or ARNTL binding (Fig. 7E,F). A 43.8-fold increase in AhR binding at a pDRE within the *Cyp1a1* promoter served as a positive control (Fig. 7G), while no enrichment was detected in the negative control region on chromosome 6 (Fig. 7H). Overall, TCDD-activated AhR did not interfere with ARNTL or CLOCK binding at the regions examined in this study.

**Figure 7:**
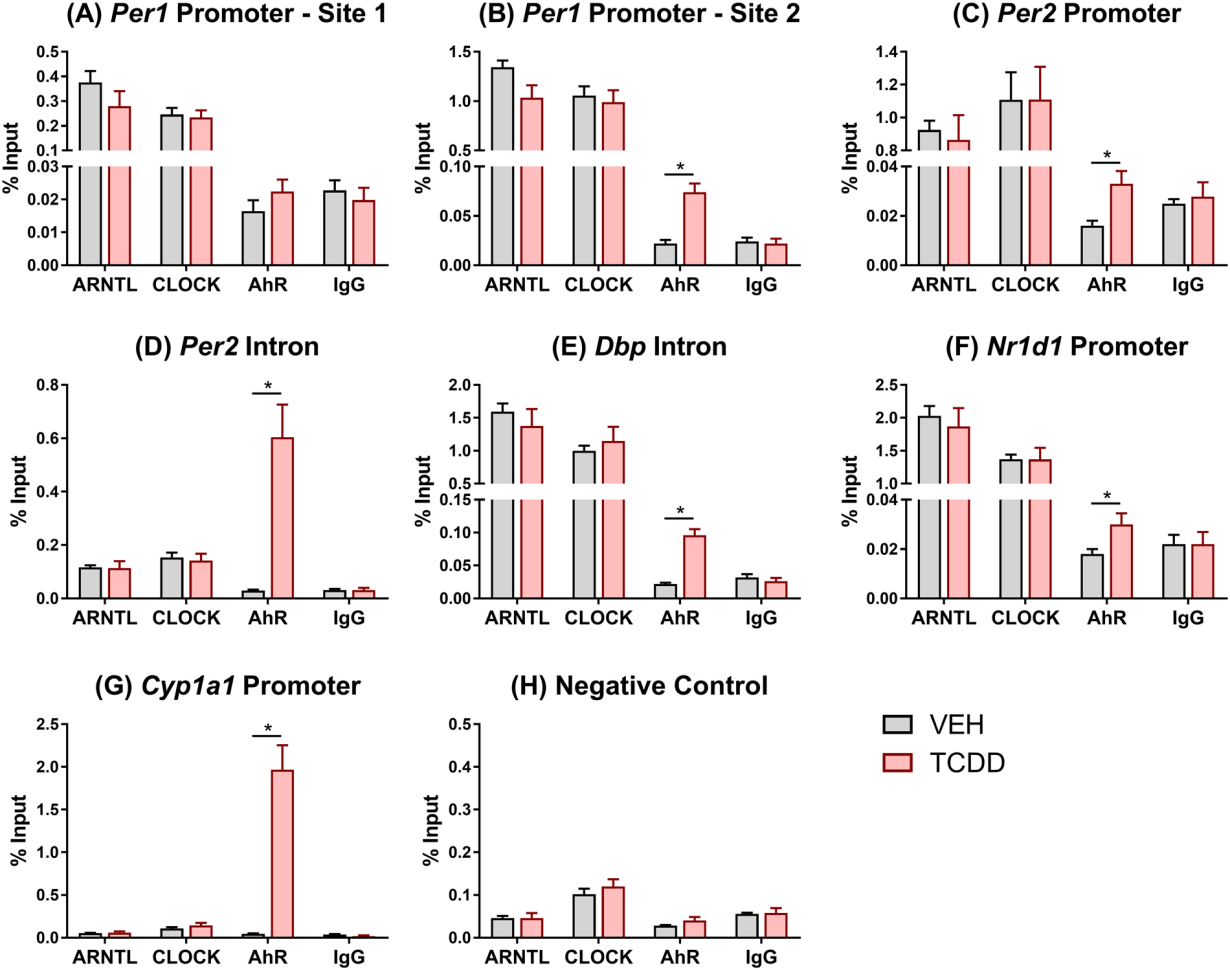
Comparison of ARNTL, CLOCK, and AhR genomic enrichment within target genes assessed using chromatin immunoprecipitation (ChIP). Liver samples were collected at ZT4–6 from male C57BL/6 mice 2 h following a single bolus dose of sesame oil vehicle or 30 µg/kg TCDD. Genomic enrichment was quantified by qRT-PCR using primers targeting regions within (**A**,**B**) *Per1*, (**C**,**D**) *Per2*, (**E**) *Dbp*, and (**F**) *Nr1d1* as described in Supplementary Table S2. (**G**) *Cyp1a1* was used as a positive control for AhR binding, while (**H**) a negative control region on chromosome 6 was used to confirm the specificity of each immunoprecipitation. Data points represent the average % input of 4–5 individual mice ± standard error of the mean. Statistical significance (*p ≤ 0.05) between vehicle- and TCDD-treated mice was determined using a t-test.

### TCDD disrupts circadian regulation of hepatic metabolism

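Differential expression at 3 or more ZT was found for 2556 of the 4900 genes rhythmic in vehicle and not in TCDD livers. At 1 or more ZT, 3654 of the 4900 (74.6%) were differentially expressed. Leaving out 1 liver of each group in turn moved the first of these counts most, to 870 at the lowest.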

To identify circadian-controlled biological processes and metabolic pathways affected by TCDD, a functional enrichment analysis was performed on 2,804 hepatic genes that: (i) exhibited rhythmicity in controls but not TCDD-treated mice, and (ii) were differentially expressed (|fold change| ≥ 1.5; P1(t) ≥ 0.8) by TCDD at three or more time points. DAVID identified 19 enriched functional clusters (ES ≥ 1.3) including metabolism of lipids (e.g. fatty acids, phospholipids, cholesterol/sterols, and sphingolipids), glycogen, and heme, as well as oxidation-reduction reactions and DNA repair (Fig. 8A). Indeed, the hepatic peripheral clock is known to regulate nutrient metabolism, oxidative defense, and DNA repair, facilitating synchronization with feeding/fasting cycles and ultraviolet (UV) radiation exposure during daylight^3^.

**Figure 8:**
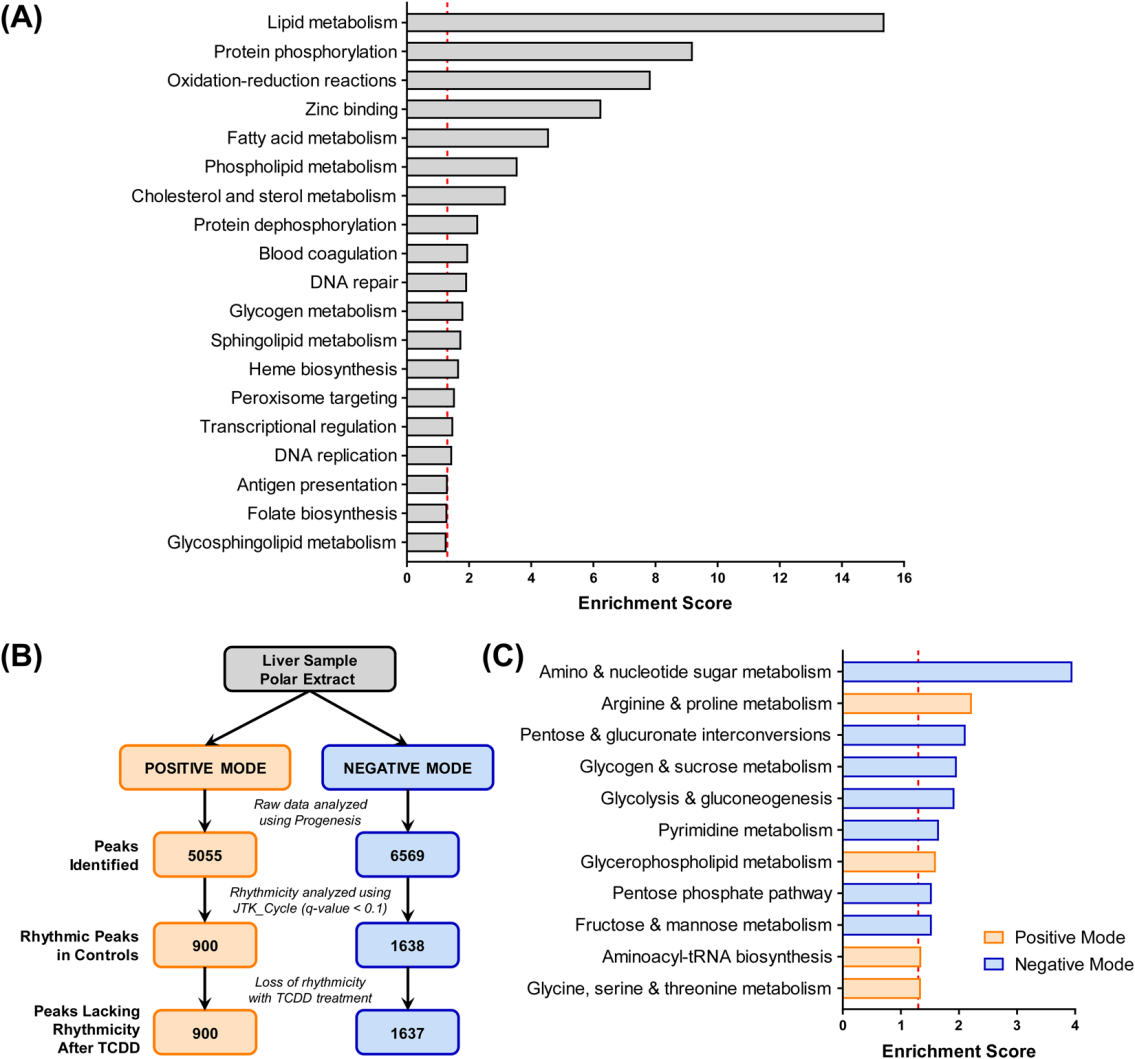
Functional analysis of hepatic genes and metabolites which lost their rhythmicity following TCDD treatment. Transcriptomic and metabolomic changes were assessed in male C57BL/6 mice orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. (**A**) The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 was used to identify enriched functional clusters within 2,804 hepatic genes with abolished rhythmicity and TCDD-elicited differential expression at three or more time points. (**B**) Flow chart summarizing the analysis of an untargeted metabolomics assessment of polar hepatic extracts run in both positive and negative mode. (**C**) The *mummichog* algorithm in MetaboAnalyst v4.0 (MS Peaks to Pathways) was used to identify enriched KEGG pathways in the 900 and 1,637 oscillating peaks identified in positive (orange) and negative (blue) mode, respectively, which lost their rhythmicity following TCDD treatment. Scores ≥1.3 (red dotted line) were considered significantly enriched.

The effect of TCDD on circadian-controlled hepatic metabolism was further evaluated through an untargeted metabolomics analysis of the liver. Negative mode electrospray ionization of polar hepatic extracts detected 6,569 metabolite peaks, of which 1,638 (24.9%) were classified as rhythmic by JTK_CYCLE (BH q-value ≤ 0.1; period = 21–24 h). Similarly, the positive mode analysis detected 5,055 metabolite peaks, where 900 (17.8%) were rhythmic in controls (Fig. 8B). This fraction of rhythmic hepatic metabolites is comparable to the percentage of oscillating hepatic genes detected (25.7%), but lower than the ~50% reported in a targeted metabolomics study^12^. Following TCDD treatment, 1,637 of the 1,638 oscillating peaks detected in negative mode lost rhythmicity (99.9%), while 100% of the positive mode peaks were arrhythmic (Fig. 8B). Using the *mummichog* algorithm within MetaboAnalyst^51^, 11 enriched KEGG pathways were identified among the peaks which lost rhythmicity (7 in negative mode, 4 in positive mode), including several biological processes also enriched at the gene expression level (Fig. 8C). Glucose and glycogen metabolism, heme biosynthesis, bile acid homeostasis (Supplementary Information), and redox homeostasis (Supplementary Information) were examined further through the integration of transcriptomic, metabolomic, and enzymatic analyses.

### Glucose and glycogen metabolism

During the active phase, glucose is primarily obtained through the consumption of dietary polysaccharides, while the breakdown of glycogen (glycogenolysis) and *de novo* glucose biosynthesis (gluconeogenesis) provide glucose during the fasting phase. Several key gluconeogenesis genes including phosphoenolpyruvate carboxykinase 1 (*Pck1*) and glucose-6-phosphatase (*G6pc*) are directly regulated by core clock transcription factors (e.g. REV-ERBα), as well as the circadian-regulated transcriptional activators Krüppel-like factor 15 (KLF15) and cAMP responsive element binding protein 3-like 3 (CREB3L3)^61–63^. Both *Klf15* and *Creb3l3* lost rhythmicity and were repressed (3.1- and 3.0-fold, respectively) by TCDD. Accordingly, *Pck1* and *G6pc* were repressed 17.7- and 6.9-fold, respectively, consistent with results reported in KLF15 and CREB3L3 knockout models^61,63^. 

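At ZT6 *Klf15* (ENSMUSG00000030087) fell from 4203 ± 259 (SD, n = 3 mice) to 1419 ± 565 normalized counts, a 2.96-fold repression (log2 fold change -1.57, standard error 0.25, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test). *Creb3l3* (ENSMUSG00000035041) was repressed 2.81-fold at ZT15, from 7625 ± 724 to 2716 ± 1297 (log2 fold change -1.49, standard error 0.32, adjusted p = 0.0004), and this call was lost in 1 of the 3 fits that each left out 1 liver of every group (log2 fold change -1.28). JTK_CYCLE q-values were 0.0292 in vehicle and 1 in TCDD livers for *Klf15* and 0.0484 and 1 for *Creb3l3*, which was not rhythmic in vehicle livers by harmonic regression (q = 0.701), and both vehicle calls were lost in all 3 of those fits. The interaction of treatment and the 24 h harmonic was not significant for either (adjusted p = 0.593 and 0.725).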

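*Pck1* (ENSMUSG00000027513), on chromosome 2 of GRCm38 from 173153048 to 173159273, was repressed 16.4-fold at ZT3, from 36070 ± 5295 (SD, n = 3 mice) to 2194 ± 1075 normalized counts (log2 fold change -4.04, standard error 0.64, adjusted p = 2.89e-06 from edgeR's quasi-likelihood test), and at 7 of 8 ZT. *G6pc* (ENSMUSG00000078650) was repressed 6.1-fold at ZT6, from 8326 ± 1999 to 1364 ± 906 (log2 fold change -2.61, standard error 0.54, adjusted p = 0.000175), and at 6 of 8 ZT.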

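JTK_CYCLE gave *Pck1* a q-value of 0.0186 in vehicle livers, with a peak at 9 h and an amplitude of 20480 normalized counts, and of 1 in TCDD livers, with an amplitude of 2285. Its rhythm in vehicle and TCDD livers differed with an adjusted p of 0.0269 in the interaction test. The vehicle call was lost in all 3 fits that left out 1 liver of each group, at q-values from 0.129 to 0.409. For *G6pc* the q-value was 1 in each treatment.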

*Pck1* rhythmic oscillation was concurrently abolished, while *G6pc* was classified as arrhythmic in both control and treated animals (Fig. 9). KLF15 also controls the availability of gluconeogenic precursors (e.g. pyruvate) by regulating amino acid catabolism and nitrogenous waste excretion (i.e. urea cycle). Several other KLF15 target genes were also repressed including glutamic pyruvic transaminase (*Gpt*; 12.3-fold), 4-hydroxyphenylpyruvic acid dioxygenase (*Hpd;* 3.7-fold), proline dehydrogenase (*Prodh;* 5.4-fold), tryptophan 2,3-dioxygenase (*Tdo2;* 2.0-fold), and ornithine transcarbamylase (*Otc;* 57.9-fold), impairing amino acid catabolism and gluconeogenic precursor availability. 

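*Gpt* was repressed 12.4-fold, from 10330 ± 2021 (SD, n = 3 mice) to 833 ± 266 normalized counts at ZT3 (log2 fold change -3.63, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test). At the same ZT the log2 fold change was -1.89 for *Hpd* (adjusted p = 5.44e-06), -2.51 for *Prodh* (adjusted p = 4.98e-06) and -5.32 for *Otc* (adjusted p = 0.000376), with standard errors of 0.31, 0.41 and 1.18. The 40-fold repression of *Otc* was from 15160 ± 1405 to 379 ± 317 normalized counts. These 4 genes were repressed at all 8 ZT and had no rhythmic call in vehicle livers (q-values from 0.205 to 1). *Tdo2*, rhythmic in vehicle livers (q = 0.0032), was repressed 1.96-fold at ZT6 (log2 fold change -0.97, adjusted p = 0.00105), a change that was -0.32 on the log2 scale and no longer significant with total counts in place of TMM, and its rhythmic call was lost in 1 of the 3 fits that left out 1 liver of each group. The call of its repression was lost in 1 of these fits as well (-0.89).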

Consistent with this repression of key gluconeogenesis enzymes and regulators, hepatic glucose levels were reduced (up to 5.8-fold) at each time point (Fig. 9).

**Figure 9:**
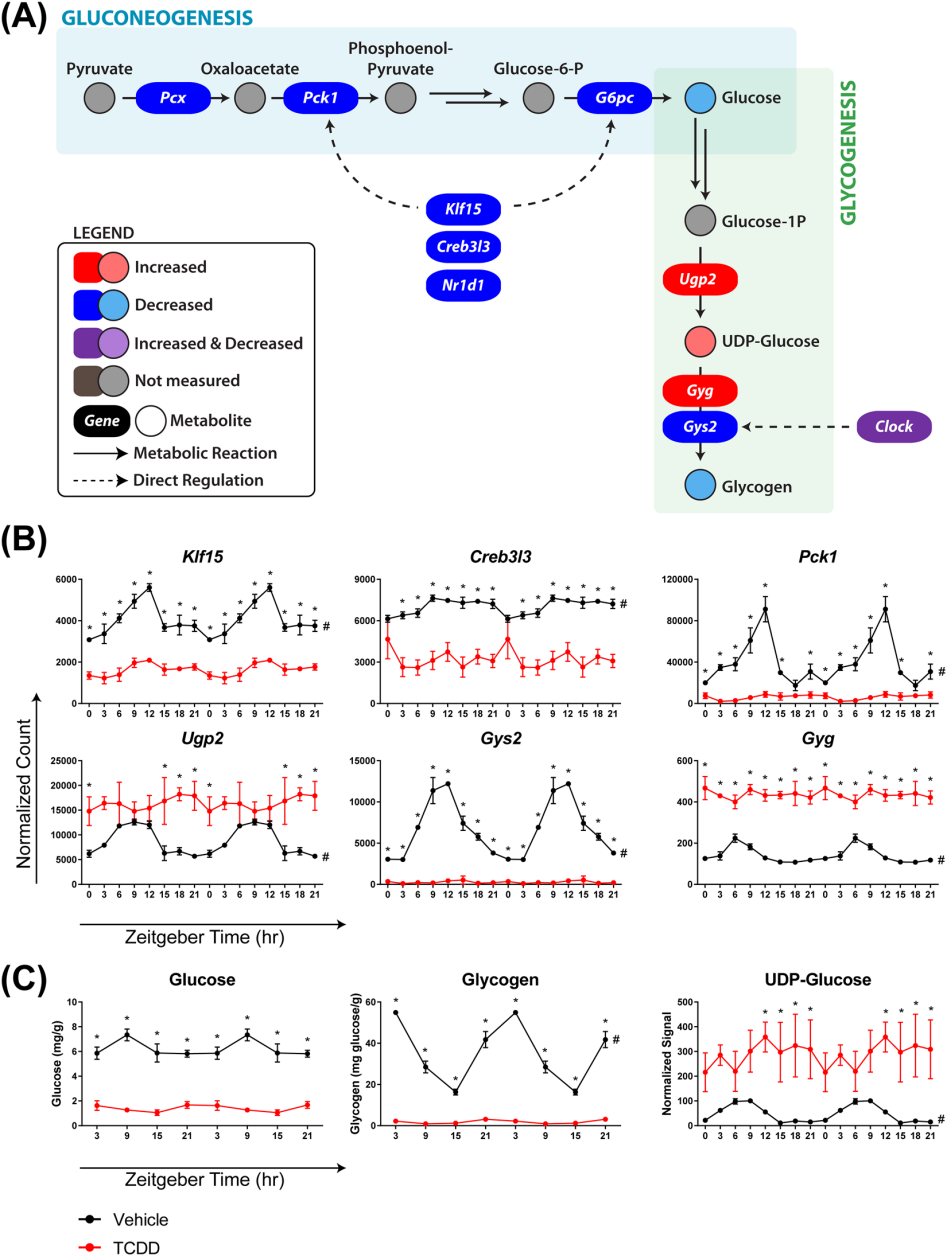
TCDD disrupts the circadian regulation of glucose homeostasis. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. (**A**) The effect of TCDD on hepatic gluconeogenesis and glycogenesis. TCDD-elicited changes in hepatic (**B**) genes and (**C**) metabolites involved in gluconeogenesis and glycogenesis. For genes, data points represent the average of 3 individual mice ± standard error of the mean (SEM), where posterior probabilities (*P1(t) ≥ 0.80) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3–5 individual mice ± SEM, where statistical significance (*p ≤ 0.05) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak’s multiple comparison test. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Data are double-plotted along the x-axis for better visualization of rhythmicity.

Excess glucose can be stored as glycogen and called upon as an energy source during fasting. As such, hepatic glycogen levels oscillate in a circadian manner peaking at the end of the active phase (ZT0) (Fig. 9). TCDD not only decreased glycogen levels (up to 31.4-fold), but also abolished the diurnal rhythmic pattern. This is consistent with the 88.7-fold repression and loss of rhythmicity in glycogen synthase 2 (Gys2) (Fig. 9), the rate-limiting step of hepatic glycogenesis which is directly regulated by CLOCK^64^. 

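*Gys2* (ENSMUSG00000030244), on chromosome 6 of GRCm38 from 142422613 to 142473109, was repressed 64.4-fold at ZT9, from 11660 ± 2889 (SD, n = 3 mice) to 181 ± 134 normalized counts (log2 fold change -6.01, standard error 1.15, adjusted p = 4.99e-05 from edgeR's quasi-likelihood test), and at all 8 ZT. Its JTK_CYCLE q-value was 5.19e-05 in vehicle livers, where it peaked at 12 h with an amplitude of 4789, and 1 in TCDD livers, with an amplitude of 25.7. With the interaction test, which works on the log scale, the adjusted p was 0.543.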

Loss of circadian regulation of hepatic *Gys2* expression and glycogen content was also reported in CLOCK mutant mice^64^. 

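At all 8 ZT TCDD livers held more *Gyg* transcripts than vehicle livers, with the largest difference at ZT18 (106 ± 15.6 normalized counts in vehicle and 449 ± 106 in TCDD livers, SD, n = 3 mice). The log2 fold change there was 2.07 (standard error 0.19, adjusted p = 2.27e-11 from edgeR's quasi-likelihood test), or 4.21-fold. JTK_CYCLE q-values were 0.0032 in vehicle and 1 in TCDD livers, and the interaction of treatment and the 24 h harmonic had an adjusted p of 0.00183. The vehicle call was lost in at least 1 of the fits that left out 1 liver of each group (q up to 0.774).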

Paradoxically, glycogenin (*Gyg*), the core protein required for the initiation of glycogenesis, was induced 4.1-fold while losing its oscillating pattern. Additionally, 3.1-fold induction of UDP-glucose pyrophosphorylase 2 (*Ugp2*) was consistent with the 26.7-fold increase in hepatic levels of UDP-glucose, the activated monomer required for glycogen synthesis (Fig. 9). 

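*Ugp2* rose 3.11-fold at ZT21, from 5884 ± 811 (SD, n = 3 mice) to 18300 ± 5158 normalized counts (log2 fold change 1.64, standard error 0.32, adjusted p = 6.93e-05 from edgeR's quasi-likelihood test), and was induced at 5 of 8 ZT. Its q-value was 0.000891 in vehicle livers, up to 0.107 with 1 liver of each group left out, and 1 in TCDD livers, with an adjusted p of 0.00468 for the interaction.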

Continuous induction of *Gyg* and *Ugp2* may be an attempt to restore depleted glycogen levels. The inability to store glucose during the feeding phase would compromise energy availability during fasting and limit optimal nutrient utilization. This, combined with impaired gluconeogenesis, suggests TCDD disrupted circadian regulation of carbohydrate metabolism, consistent with reports of lower circulating glucose levels and altered glucose tolerance in TCDD-treated mice^31,65^.

### Heme biosynthesis

Heme regulates circadian cycling by serving as a cofactor for REV-ERBα/β, NPAS2, CLOCK, and PER2^34–37^, and in turn, several key clock components regulate heme biosynthesis. Specifically, NPAS2, ARNTL, PER1, and PER2 regulate the rhythmic expression of aminolevulinic acid synthase 1 (*Alas1*), the rate-limiting step in hepatic heme biosynthesis^66^. 

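*Alas1* (ENSMUSG00000032786), on chromosome 9 of GRCm38 from 106233455 to 106248654, was induced 6.72-fold at ZT3, from 2667 ± 1275 (SD, n = 3 mice) to 17920 ± 6004 normalized counts (log2 fold change 2.75, standard error 0.56, adjusted p = 0.000132 from edgeR's quasi-likelihood test), and at 3 of 8 ZT. At ZT12, near its peak in vehicle livers, every TCDD liver was lower than every vehicle liver, with 39790 ± 8063 in vehicle and 22550 ± 5241 in TCDD livers, but the difference was not significant (log2 fold change -0.82, adjusted p = 0.236). JTK_CYCLE gave a q-value of 0.00356 in vehicle livers, which rose to 0.176 in 1 of the fits that left out 1 liver of each group, and of 1 in TCDD livers. For *Alas1*, the test of a difference in rhythm gave an adjusted p of 0.00309.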

In accordance with the diminished rhythmicity of *Npas2*, *Arntl*, *Per1*, and *Per2*, TCDD abolished the diurnal oscillation of *Alas1* and induced its expression 8.2-fold. As a result, hepatic protoporphyrinogen IX and heme levels were arrhythmic and increased 88.3- and 176.8-fold, respectively, following treatment (Fig. 10). *Alas1* is also controlled by PPAR coactivator 1α (PPARGC1A; aka PGC-1α), which is transcriptionally regulated by nutrient availability^67^. Consequently, heme serves as a signal of nutritional status, allowing the hepatic clock to respond to changes in nutrient availability. 

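*Ppargc1a* (ENSMUSG00000029167) was repressed at 7 of 8 ZT, and most at ZT3, from 270.3 ± 120.6 (SD, n = 3 mice) to 62.9 ± 23.9 normalized counts (log2 fold change -2.10, standard error 0.37, adjusted p = 1.58e-05 from edgeR's quasi-likelihood test). It had no rhythmic call in either treatment (q = 1).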

Interestingly, *Ppargc1a* was repressed 4.0-fold by TCDD, indicating the link between *Ppargc1a* and *Alas1* expression was disrupted. Therefore, heme levels no longer reflect nutrient availability, rendering the clock less responsive to nutritional status. 

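In the 24 vehicle livers, JTK_CYCLE q-values were 0.000324 for *Cpox*, 0.000463 for *Ppox*, 0.00971 for *Uros* and 0.0106 for *Fech*, against 0.951 for *Alad* and 1 for *Urod*, and in the 24 TCDD livers the q-value was 1 for all 6. The interaction of treatment and the 24 h harmonic was significant for none of the first 4 (adjusted p from 0.145 to 0.57), and harmonic regression did not call *Uros* in vehicle livers (q = 0.393). With 1 liver of each group left out in turn, *Uros* and *Fech* each lost their vehicle call in at least 1 of the 3 fits. All 6 genes were repressed at 1 or more ZT, with the largest change for *Alad* (log2 fold change -2.08 at ZT15, standard error 0.41, adjusted p = 0.000104 from edgeR's quasi-likelihood test). With total counts in place of TMM, the largest change of *Fech* went from -0.62 to 0.07 and those of *Cpox* (-1.45), *Ppox* (-0.82) and *Urod* (-0.83) were no longer significant, at -0.73, -0.13 and -0.14. In 1 of the 3 fits that left out a liver, the change of *Fech* (-0.48) did not pass the threshold either.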

Four of the seven genes downstream of *Alas1* in the heme biosynthesis pathway (*Uros*, *Cpox*, *Ppox*, and *Fech*) also lost their rhythmicity following TCDD treatment (Fig. 10). Overall, the effects of TCDD on heme biosynthesis would not only disrupt diurnal rhythmicity of the hepatic clock, but also impair entrainment with nutrient availability.

**Figure 10:**
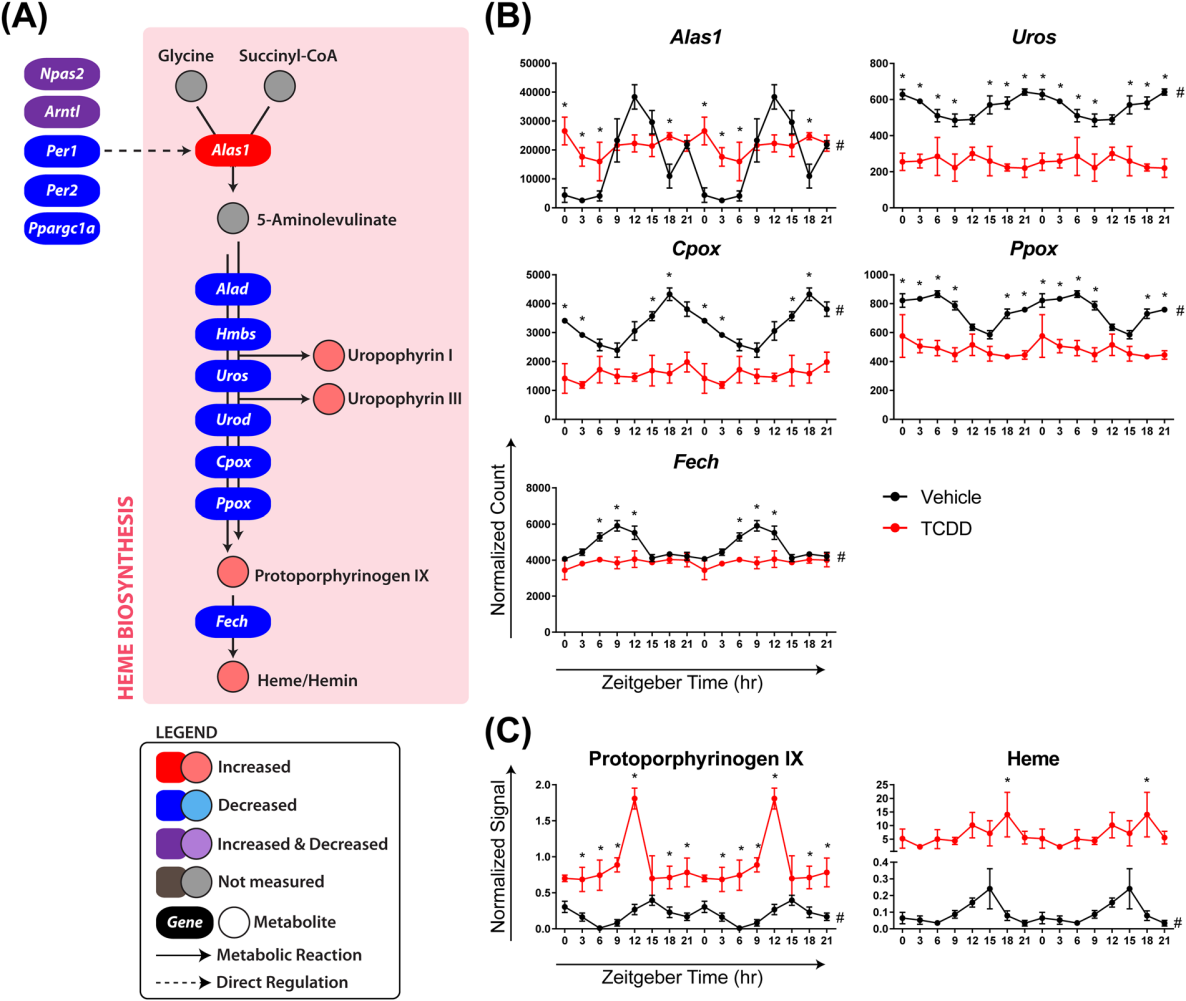
TCDD disrupts the circadian regulation of heme biosynthesis. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. (**A**) The effect of TCDD on hepatic heme biosynthesis. TCDD-elicited changes in hepatic (**B**) genes and (**C**) metabolites involved in heme biosynthesis. For genes, data points represent the average of 3 individual mice ± standard error of the mean (SEM), where posterior probabilities (*P1(t) ≥ 0.80) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3–5 individual mice ± SEM, where statistical significance (*p ≤ 0.05) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak’s multiple comparison test. Diurnal rhythmicity was assessed using JTK_CYCLE (# BH q ≤ 0.1). Data are double-plotted along the x-axis for better visualization of rhythmicity.

## Discussion

The current study investigated the effects of TCDD on the rhythmicity of the hepatic transcriptome and metabolome in mice. AhR activation by TCDD dampened the rhythmic expression of 15 hepatic core clock genes, involving either a decrease in amplitude or complete loss of oscillation. In turn, diurnal oscillations in core clock protein levels were abolished, while genomic binding of ARNTL in known target genes was reduced. This is consistent with previous studies demonstrating that AhR activation decreased the amplitude of core clock regulators (e.g. *Arntl*, *Per1*, and *Per2*) in the liver, ovaries, and bone marrow^28–30^, while AhR deficiency increased the amplitude of oscillation^19^. Impaired core clock cycling abolished the rhythmicity of virtually all circadian-controlled hepatic genes and polar metabolites according to JTK_CYCLE analysis. Moreover, disruption of the hepatic clock was also evident at the gross pathology level, where RLW was devoid of daily oscillations.

Hepatic ChIP-Seq analysis identified AhR enrichment 2 h after TCDD treatment in several core clock genes, suggesting AhR directly alters the clock’s transcriptional feedback loops^31^. Approximately half of these core clock genes exhibited AhR binding at sites lacking a pDRE, suggesting DRE-independent AhR signaling is involved in clock disruption^46^. βNF-activated AhR has been shown to interact with ARNTL in Hepa1c1c7 cells impairing ARNTL/CLOCK heterodimer formation at E-boxes within the *Per1* promoter^25^. Hypotheses that AhR heterodimerizes with ARNTL are not surprising given the sequence homology between ARNTL and AhR’s canonical partner ARNT^15,16^. In this study, targeted ChIP-PCR analysis confirmed co-binding of AhR, ARNTL, and CLOCK within *Per2* and *Nr1d1* loci at sites containing an E-box but no pDRE. However, AhR enrichment had no effect on ARNTL or CLOCK genomic binding, suggesting ARNTL/CLOCK heterodimerization was not impaired by TCDD at the regions examined. Alternatively, AhR binding near ARNTL and CLOCK may hinder co-activator recruitment, leading to repression of core clock genes, disruption of circadian regulation, and loss of rhythmicity across the transcriptome.

In addition to reduced transcriptional rhythmicity of the core clock regulators, TCDD altered cues that entrain the hepatic clock. The hepatic peripheral clock can be reset by specific dietary nutrients such as glucose and amino acids, allowing synchronization with feeding times^68–70^. Nutrient levels regulate *Ppargc1a* expression, which controls the transcription of several metabolic enzymes including *Alas1*, the rate-limiting step of heme biosynthesis^67^. Heme is a cofactor for REV-ERBα/β, NPAS2, CLOCK, and PER2, facilitating synchronization with nutrient availability^34–37^. TCDD abolished diurnal cycling of *Alas1* and downstream *de novo* heme biosynthesis gene expression, resulting in the accumulation and loss of rhythmicity in hepatic protoporphyrinogen IX and heme levels. Consequently, heme levels no longer reflected nutrient availability. In addition, previous studies report TCDD alters the segment-specific expression of intestinal nutrient transporters (e.g. fatty acid transporter *Cd36*, amino acid transporter *Slc36a1*, glucose transporter *Slc2a9*)^31,38^, which may interfere with rhythmic nutrient absorption. Intracellular redox homeostasis, including oxidative cycling of peroxiredoxins (PRDXs), thioredoxins (TXNs), nicotinamide adenine dinucleotide (NADH), and nicotinamide adenine dinucleotide phosphate (NADPH), also entrains the core clock. TCDD not only abolished *Prdx*, thioredoxin reductase (*Txnrd*), and NAD co-enzyme rhythmicity, but also disrupted circadian-regulated redox pathways including glutathione (GSH) biosynthesis and uric acid metabolism (Supplementary Information). This may alter the intracellular balance between pro- and anti-oxidants, further compromising hepatic clock entrainment.

AhR-mediated alterations in lipid, glucose, heme, bile acid, purine, and GSH metabolism contribute to TCDD-elicited NAFLD^31,32,46,65,71^. Here, we show TCDD disrupts the circadian regulation of these pathways, leading to the loss of diurnal rhythmicity in hepatic metabolite levels. As a result, synchronization between hepatic metabolism, energy homeostasis, and nutrient utilization may be compromised, despite no change in total daily food consumption. Previous studies also report TCDD has no effect on food consumption^54^, while others show decreased consumption after high dose administration does not account for weight loss and altered hepatic metabolism^72,73^. Taken together, this suggests TCDD-induced wasting and hepatotoxicity may involve inefficient nutrient metabolism and the inability to store energy. More specifically, the inhibition of glycogenesis and beta oxidation would limit energy availability during fasting. Meanwhile, central carbon intermediates are redirected to sustain heme and GSH biosynthesis, further compromising energy storage activities during nutrient-rich periods.

Although total food intake was unaffected by TCDD, feeding rhythmicity was not monitored in this study and therefore synchronization of circadian behaviors was not directly verified. If the global loss of rhythmicity was an artefact of asynchronization between TCDD-treated mice, RNA-Seq read count variation for circadian-regulated genes would be expected to be greater in TCDD-treated mice compared to vehicle controls^74^. Linear regression analysis of the COV for each circadian-regulated gene revealed that variation in gene expression was roughly equivalent between control and treated mice, suggesting the mice were not asynchronously rhythmic. Moreover, JTK_CYCLE analysis identified 23 genes which maintained rhythmicity following TCDD treatment including 11 core clock genes, providing further evidence that the TCDD-treated mice were synchronized. Based on these analyses, it was concluded that TCDD caused arrhythmicity in each mouse rather than asynchronous rhythmicity between mice.

Increased AhR binding within hepatic core clock genes, together with differential expression of core clock genes as early as 4 h after treatment, provides compelling evidence that TCDD directly disrupts the hepatic clock’s transcriptional feedback loops. Interestingly, TCDD also alters the rhythmicity of other peripheral clocks (ovaries, bone marrow)^29,30^, as well as the SCN master pacemaker itself ^26,27^, suggesting AhR-mediated clock disruption is not unique to the liver. Although the rhythmic expression of most hepatic genes is regulated by the local molecular clock, a subset are driven by systemic oscillating cues originating in the SCN^57,58^. TCDD-elicited alterations in SCN-derived systemic cues and circadian behaviors (i.e. sleep/wake and feeding/ fasting cycles) may therefore have contributed to the observed collapse of the hepatic clock. The loss of rhythmicity in system-driven genes identified by Kornmann *et al*. is consistent with disrupted SCN cycling, although direct AhR binding within these genes may also be a factor.

Overall, disruption of hepatic circadian rhythmicity by TCDD likely involves: (i) AhR-mediated repression of hepatic core clock regulators, (ii) direct AhR genomic binding within circadian-regulated target genes, and (iii) disruption of SCN rhythmicity and systemic oscillating cues (e.g. feeding/fasting cycles, body temperature fluctuations, diurnal hormones). Interactions between the local hepatic oscillator and rhythmic systemic cues further complicate studies aiming to elucidate entrainment mechanisms and identify the primary targets affected by TCDD. Future studies using restricted feeding protocols in combination with conditional tissue-specific genetic models may distinguish direct AhR effects from indirect changes driven by systemic cues.

Beyond effects on hepatic metabolism, disruptions in circadian rhythmicity have been associated with changes in the gut microbiome, increased intestinal permeability, NAFLD, obesity, cancer, and accelerated aging^4,5,75–78^. Therefore, AhR-mediated dysregulation of the circadian clock may be a unifying mechanism which contributes to the pleiotropic effects of TCDD including hepatotoxicity, wasting syndrome, hepatocellular carcinoma, and gut dysbiosis. Additional studies are needed to determine if these effects extend to dietary and microbial AhR ligands, as well as the relevance of AhR-mediated dysregulation of circadian rhythm in humans.

## Supplementary information

Supplementary Information

# Supplementary material for: 2,3,7,8-Tetrachlorodibenzo-p-dioxin abolishes circadian regulation of hepatic metabolic activity in mice
**Source:** Sci Rep. 2019 Apr 24;9:6514. doi: 10.1038/s41598-019-42760-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **2,3,7,8-Tetrachlorodibenzo-*p*-dioxin abolishes circadian regulation of hepatic metabolic activity in mice**

Kelly A. Fader<sup>1,2</sup>, Rance Nault<sup>1,2</sup>, Claire M. Doskey<sup>1,2</sup>, Russell R. Fling<sup>2,3</sup>, and Timothy R. Zacharewski<sup>1,2,\*</sup>

## **SUPPLEMENTARY RESULTS**

### ***Bile acid homeostasis***

Several genes associated with bile acid biosynthesis and transport are circadian-regulated, allowing bile homeostasis to be synchronized with lipid consumption. For example, hepatic transcription of *Cyp7a1*, the rate-limiting step of primary bile acid biosynthesis, is regulated by REV-ERB $\alpha$ , DBP, and NFIL3<sup>1,2</sup>. In turn, daily fluctuations in the concentration and composition of the hepatic and serum bile acid pools influence the rhythmicity of bile acid metabolizing genes through farnesoid X receptor (FXR) signaling<sup>3</sup>. 

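*Cyp7a1* (ENSMUSG00000028240), on chromosome 4 of GRCm38 from 6265612 to 6275633, encodes the enzyme that starts bile acid synthesis from cholesterol. Its largest change was at ZT9, from 2988 ± 995 (SD, n = 3 mice) to 90.7 ± 68.7 normalized counts (log2 fold change -5.04, standard error 1.38, adjusted p = 0.00332 from edgeR's quasi-likelihood test), or 32.9-fold. It was repressed at 4 of 8 ZT. JTK_CYCLE q-values were 0.00136 in vehicle and 1 in TCDD livers, harmonic regression gave 0.114 in vehicle livers and JTK_CYCLE up to 0.107 with 1 liver of each group left out, and the interaction of treatment and the 24 h harmonic had an adjusted p of 0.53.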

In agreement with dampened *Nr1d1*, *Dbp*, and *Nfil3* oscillations, TCDD repressed hepatic *Cyp7a1* 38.8-fold and abolished its rhythmic expression. Several hepatic bile acid transporters also lost rhythmicity and were repressed including blood-to-liver importer *Slc10a1* and liver-to-bile canaliculus exporter *Abcb11* (31.3- and 7.0-fold, respectively), while the liver-to-blood exporter *Abcc4* was induced 134.9-fold (Supplementary Figure S7). These disruptions in enterohepatic circulation are consistent with the observed hepatic accumulation and loss of circadian oscillations in several bile acids including a primary taurine conjugate (3.8-fold), a secondary taurine conjugate (not-significant), and a cholic acid derivative (225.4-fold) (Supplementary Figure S7), similar to previous studies<sup>4,5</sup>. This loss of circadian regulation of bile acid homeostasis is further evidence of the decoupling between nutrient absorption, hepatic metabolism, and nuclear receptor signaling.

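*Slc10a1* was repressed 27.2-fold at ZT3, from 15830 ± 1393 (SD, n = 3 mice) to 581 ± 423 normalized counts (log2 fold change -4.77, standard error 0.77, adjusted p = 4.06e-06 from edgeR's quasi-likelihood test). At the same ZT *Abcb11* fell from 25720 ± 334 to 3753 ± 1333, 6.85-fold (log2 fold change -2.78, standard error 0.49, adjusted p = 1.83e-05). *Abcc4* was induced 149.4-fold at ZT21, from 41.9 ± 1.56 to 6273 ± 1876 (log2 fold change 7.22, standard error 0.46, adjusted p = 2.5e-15). In vehicle livers the q-value was 2.46e-05 for *Abcb11*, 0.0142 for *Slc10a1*, which lost its call with harmonic regression (0.557) and with 1 liver of each group left out (up to 0.418), and 0.205 for *Abcc4*, which gained a call without 1 liver of each group (0.0498). None was called in TCDD livers, and the interaction of treatment and the 24 h harmonic was not significant for *Slc10a1* (adjusted p = 0.953) or *Abcb11* (0.149).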

### ***Redox homeostasis***

The antioxidant proteins peroxiredoxin (PRDX) and thioredoxin (TXN), which exhibit daily oscillations in their oxidation states, are part of the common circadian ancestral system conserved across all domains of life<sup>6,7</sup>. Interestingly, abolishment of the PRDX clock system in *S. elongatus* and *A. thaliana* alters the amplitude or phase of core clock gene expression, demonstrating an intertwined yet poorly understood relationship between PRDX cycling and the clock's transcriptional feedback loops<sup>6</sup>. 

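*Prdx4* had a log2 fold change of -1.54 at ZT21 (standard error 0.27, adjusted p = 1.97e-05 from edgeR's quasi-likelihood test), from 2254 ± 40.8 (SD, n = 3 mice) to 774 ± 139.6 normalized counts, and was repressed at all 8 ZT. *Prdx6* fell from 12500 ± 1094 to 6401 ± 1140 at ZT9 (log2 fold change -0.97, standard error 0.18, adjusted p = 3.55e-05), and with total counts in place of TMM this change was -0.27 and no longer significant. JTK_CYCLE q-values in vehicle livers were 0.399 and 0.307, and under total counts 0.085 and 0.0376, past the threshold. Amplitudes in vehicle and TCDD livers were 174.1 and 114.3 for *Prdx4* and 789 and 853 for *Prdx6*.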

TCDD flattened and repressed hepatic expression of peroxiredoxin 4 (*Prdx4*; 2.9-fold) and 6 (*Prdx6*; 2.0-fold). Additionally, the predominant hepatic thioredoxin reductase *Txnrd1* was persistently induced 3.0-fold, while *Txnrd2* and *Txnrd3* were arrhythmic and repressed (4.0- and 5.3-fold respectively) following treatment (Supplementary Figure S8). 

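*Txnrd1* was induced at all 8 ZT, by 3.02-fold at ZT6 (3349 ± 130.1 normalized counts in vehicle and 10110 ± 1225 in TCDD livers, SD, n = 3 mice), with a log2 fold change of 1.59 (standard error 0.17, adjusted p = 1.38e-09 from edgeR's quasi-likelihood test). *Txnrd2* was repressed 4.06-fold at ZT9 (log2 fold change -2.02, standard error 0.22, adjusted p = 1.62e-09) and *Txnrd3* 5.59-fold at ZT12 (log2 fold change -2.48, standard error 0.26, adjusted p = 5.39e-10), both at all 8 ZT. In vehicle livers the q-values of the 3 genes were 0.00878, 0.0266 and 0.0845, and in TCDD livers 1 for each. Harmonic regression did not call *Txnrd1* in vehicle livers (0.199), *Txnrd3* lost its call with DESeq2's size factors (0.133), and all 3 lost theirs in at least 1 of the fits that left out 1 liver of each group. The interaction of treatment and the 24 h harmonic had adjusted p-values of 0.242, 0.2 and 0.683.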

In mammals, intracellular redox status also directly regulates the core clock feedback loops, where the reduced forms of nicotinamide adenine dinucleotide (NADH) and nicotinamide adenine dinucleotide phosphate (NADPH) enhance the DNA-binding activity of the ARNTL/CLOCK and ARNTL/NPAS2 heterodimers<sup>8</sup>. TCDD repressed (2.3-fold) and flattened

hepatic expression of nicotinamide phosphoribosyltransferase (*Nampt*), which catalyzes the rate-limiting conversion of nicotinamide (NAM) to nicotinamide mononucleotide (NMN). This led to loss of rhythmicity in hepatic NAM and NAD<sup>+</sup> levels. In addition, TCDD reduced hepatic NADPH levels 12.0-fold and abolished its oscillations (Supplementary Figure S8). 

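*Nampt* was rhythmic in vehicle livers (q = 4.81e-05), peaking at 13.5 h with an amplitude of 1655 normalized counts, and not in TCDD livers (q = 1, amplitude 578), and the interaction of treatment and the 24 h harmonic had an adjusted p of 0.00681. At ZT12 it fell from 5103 ± 162 (SD, n = 3 mice) to 2203 ± 693 (log2 fold change -1.21, standard error 0.31, adjusted p = 0.00175 from edgeR's quasi-likelihood test), and it was induced at another ZT. With total counts in place of TMM, the change at ZT12 was -0.49 and no longer significant, and in 1 of the 3 fits that left out 1 liver of each group it was -1.05 and not significant either.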

Perturbations in NAD coenzyme rhythmicity may compromise the redox-regulated entrainment of the core clock machinery. However, further studies investigating TCDD-elicited changes in the cyclic ratios of the oxidized to reduced forms (i.e. NAD<sup>+</sup>:NADH; NADP<sup>+</sup>:NADPH) are required.

Given that redox status entrains circadian rhythmicity, it is not surprising that the circadian clock regulates reactive oxygen species (ROS) homeostasis and antioxidant responses such as glutathione (GSH) biosynthesis <sup>7</sup>. GSH is synthesized from cysteine, glutamate, and glycine in a two-step enzymatic process catalyzed by glutamate-cysteine ligase (*Gclc*) and glutathione synthetase (*Gss*), both of which are circadian regulated. 

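*Gclc* was induced at 7 of 8 ZT, and most at ZT12, from 6848 ± 889.6 (SD, n = 3 mice) to 33570 ± 13720 normalized counts (log2 fold change 2.29, standard error 0.27, adjusted p = 1.14e-08 from edgeR's quasi-likelihood test). *Gss* was induced at all 8 ZT, and most at ZT0, from 1730 ± 167.5 to 6466 ± 2356 (log2 fold change 1.90, standard error 0.20, adjusted p = 1.31e-09). JTK_CYCLE q-values in vehicle livers were 0.000514 for *Gclc* and 0.0444 for *Gss*, and both vehicle calls were lost in at least 1 of the fits that left out 1 liver of each group. In TCDD livers the q-value was 1 for both, whereas harmonic regression called *Gclc* there (0.0459). The amplitude of *Gclc* was 3044 in vehicle and 10040 in TCDD livers, and the interaction of treatment and the 24 h harmonic had an adjusted p of 0.000526 for *Gclc* and 0.09 for *Gss*.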

TCDD persistently induced *Gclc* and *Gss* 4.8- and 3.8-fold, respectively, abolishing their rhythmicity. 

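Normalized counts of *Gsr* rose from 1690 ± 228 (SD, n = 3 mice) to 10350 ± 482 at ZT9 (log2 fold change 2.61, standard error 0.21, adjusted p = 1.38e-12 from edgeR's quasi-likelihood test), and the gene was induced at all 8 ZT. The JTK_CYCLE q-value was 0.0292 in vehicle livers, up to 1 with 1 liver of each group left out, and 1 in TCDD livers, and the interaction of treatment and the 24 h harmonic had an adjusted p of 0.277.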

Glutathione reductase (*Gsr*), responsible for recycling oxidized glutathione disulfide (GSSG) back to GSH, also lost rhythmicity and was induced 6.2-fold (Supplementary Figure S9). The sustained induction of *Gclc* and *Gss* is in accordance with a 7.0-fold increase and loss of rhythmicity in the GSH precursor  $\gamma$ -glutamyl-cysteine (Supplementary Figure S9). Moreover, independent studies by our group detected a 1.3-fold increase in total hepatic GSH (GSH and GSSG) following TCDD treatment <sup>9</sup>, as well as a 3.4-fold increase in hepatic glutamate (Fling *et al.*, in preparation). Although increased antioxidant capacity is advantageous in response to TCDD-elicited oxidative stress, de-synchronization between the peripheral circadian clock and redox homeostasis may compromise cell signaling and overall liver function.

Beyond GSH, redox homeostasis is also affected by levels of uric acid, a breakdown product of purine nucleosides. In plasma, uric acid is a strong reducing agent that scavenges ROS, while intracellular uric acid promotes oxidative stress and stimulates pro-inflammatory pathways <sup>10</sup>. Several circadian-controlled genes involved in uric acid metabolism were affected by TCDD. 

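*Nt5e* rose from 118 ± 25.2 (SD, n = 3 mice) to 3581 ± 3333 normalized counts at ZT9 (log2 fold change 4.91, standard error 0.81, adjusted p = 4.7e-06 from edgeR's quasi-likelihood test) and at all 8 ZT. *Nt5c2* fell from 549 ± 57.2 to 308 ± 23.9 at ZT12 (log2 fold change -0.83, standard error 0.26, adjusted p = 0.0105), which was -0.14 and no longer significant with total counts in place of TMM. This call was also lost in 2 of the 3 fits that left out 1 liver of each group (log2 fold changes -0.69 and -0.87). JTK_CYCLE q-values in vehicle livers were 0.00878 for *Nt5e*, up to 0.354 with 1 liver of each group left out, and 0.000891 for *Nt5c2*, and both were 1 in TCDD livers. The interaction of treatment and the 24 h harmonic was not significant for either (adjusted p = 0.0823 and 0.254).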

Specifically, TCDD abolished the oscillation of ecto-5'-nucleotidase (*Nt5e*; induced 21.9-fold) and cytosolic II 5'-nucleotidase (*Nt5c2*; repressed 1.8-fold), which catalyze the hydrolysis of xanthosine monophosphate (XMP) to xanthosine. Purine-nucleoside phosphorylase (*Pnp*), which converts xanthosine to xanthine, also lost its rhythmicity. The oxidation of xanthine by xanthine dehydrogenase/xanthine oxidase (*Xdh/Xo*) yields uric acid, which is further oxidized to allantoin by urate oxidase (*Uox*). 

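The largest change of *Xdh* was at ZT21, from 4189 ± 197 (SD, n = 3 mice) to 5689 ± 998 normalized counts, 1.36-fold (log2 fold change 0.44, standard error 0.18, adjusted p = 0.0574 from edgeR's quasi-likelihood test), and at no ZT did the gene pass the threshold. With total counts in place of TMM the log2 fold change at ZT21 was 1.14 and passed it.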

*Xdh/Xo* was induced 1.4-fold by TCDD, consistent with previous reports that *Xdh/Xo* induction contributes to AhR-mediated oxidative stress <sup>9,11</sup>. 

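*Uox* was repressed at all 8 ZT, and most at ZT9, from 88550 ± 12800 (SD, n = 3 mice) to 3349 ± 2416 normalized counts, 26.4-fold (log2 fold change -4.72, standard error 0.88, adjusted p = 3.44e-05 from edgeR's quasi-likelihood test). Its q-value was 0.000463 in vehicle livers, where harmonic regression gave 0.382, and 1 in TCDD livers, and its amplitude went from 23680 to 365. In the interaction test, which works on the log scale, *Uox* had an adjusted p of 0.616.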

TCDD also flattened *Uox* rhythmic oscillation, with a 35.0-fold reduction in expression. Accordingly,

hepatic levels of uric acid and its upstream metabolites xanthosine and xanthine were reduced 45.9-, 157.6-, and 5.6-fold by TCDD, while concurrently losing their circadian oscillations (Supplementary Figure S10). Overall, uric acid metabolism was shut down by TCDD, suggesting purine nucleosides may be shunted toward alternative metabolic pathways.

## SUPPLEMENTARY FIGURES

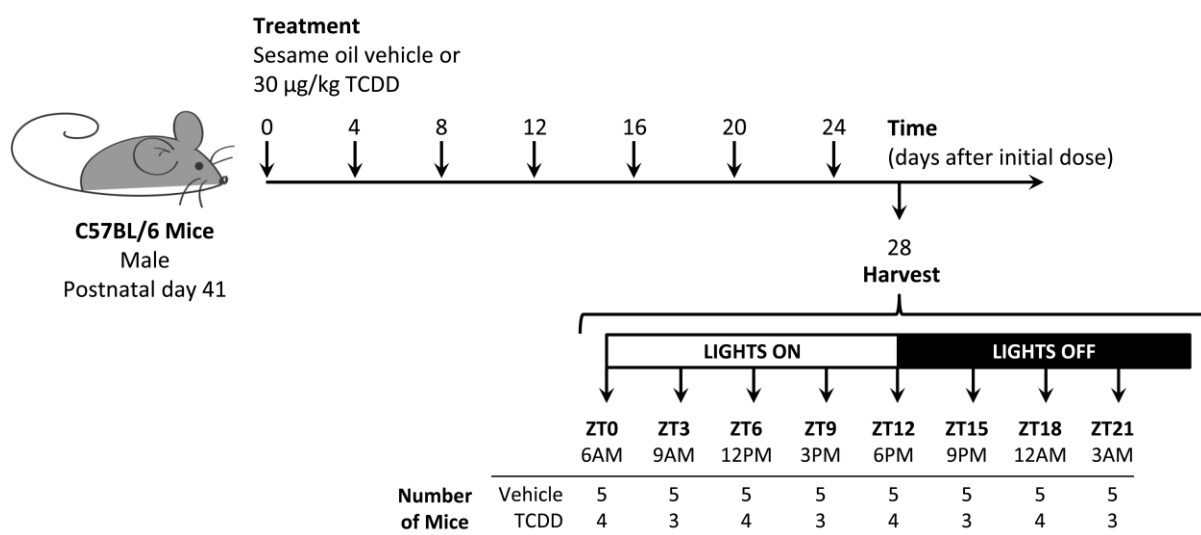

**Supplementary Figure S1:** Study design. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Beginning at ZT0 on day 28, mice were euthanized every 3h for 24h (8 time points). The number of mice euthanized at each time point is shown.

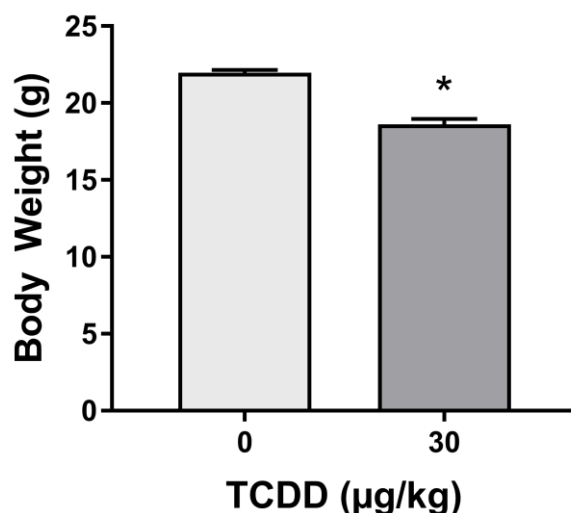

**Supplementary Figure S2:** The effect of TCDD on terminal body weight. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Mice were weighed prior to euthanasia on day 28 of the study. Statistical significance (\*  $p \leq 0.05$ ) was evaluated using a t-test.

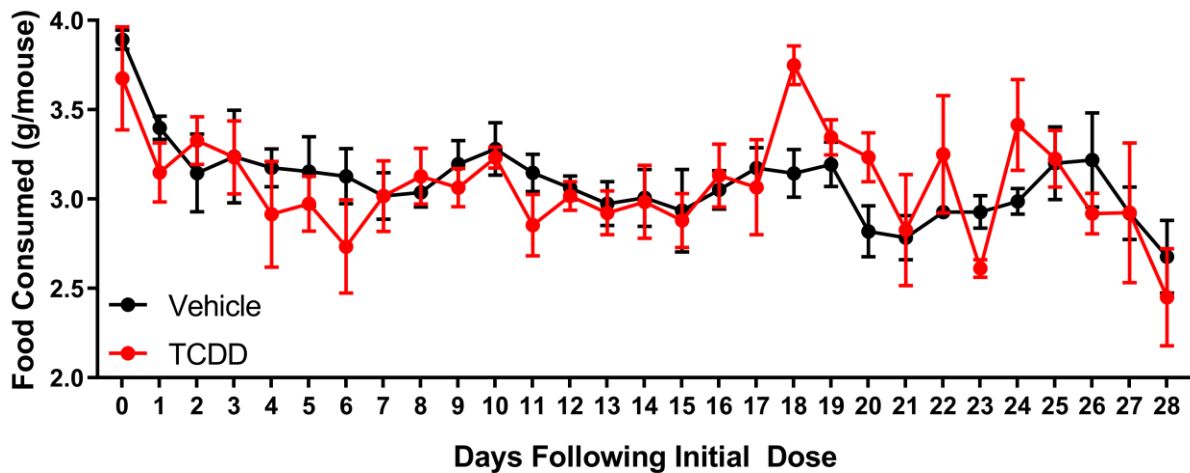

**Supplementary Figure S3:** TCDD had no effect on daily food consumption. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. The food trough for each cage of co-housed mice was weighed daily and food consumption was calculated based on the number of mice in the cage. Data points represent the average of 4 cages per treatment group  $\pm$  standard error of the mean. Statistical significance ( $p \leq 0.05$ ) was evaluated through a 2-way ANOVA analysis followed by Sidak's multiple comparison test.

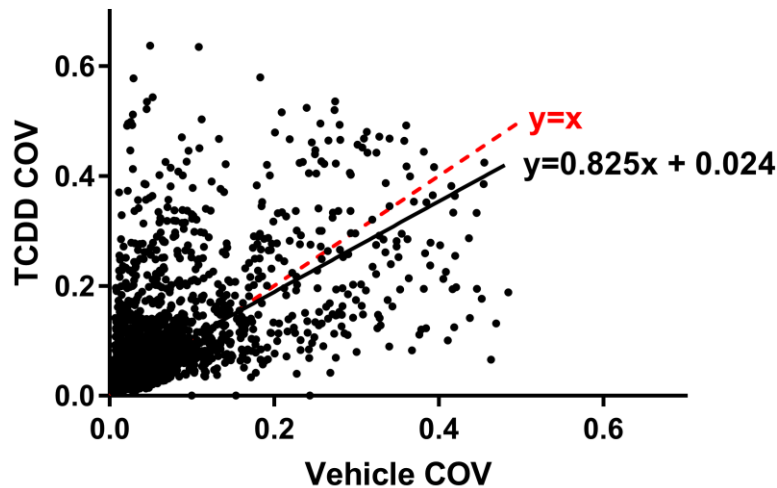

**Supplementary Figure S4:** Comparison of variation in circadian regulated gene-expression between vehicle and TCDD-treated mice. For each gene classified as rhythmic in controls, the coefficient of variation (COV) for the normalized log<sub>2</sub>-transformed read counts ( $n=3$  mice) was determined at each timepoint. The average COV across the 8 timepoints was calculated for both controls and TCDD-treated mice. A total of 5636 genes are plotted, where each dot represents a single gene. The solid black line represents the results of the linear regression analysis, while the red dotted-line indicates the expected slope (equal to 1) if the variation between controls and TCDD-treated mice was equivalent.

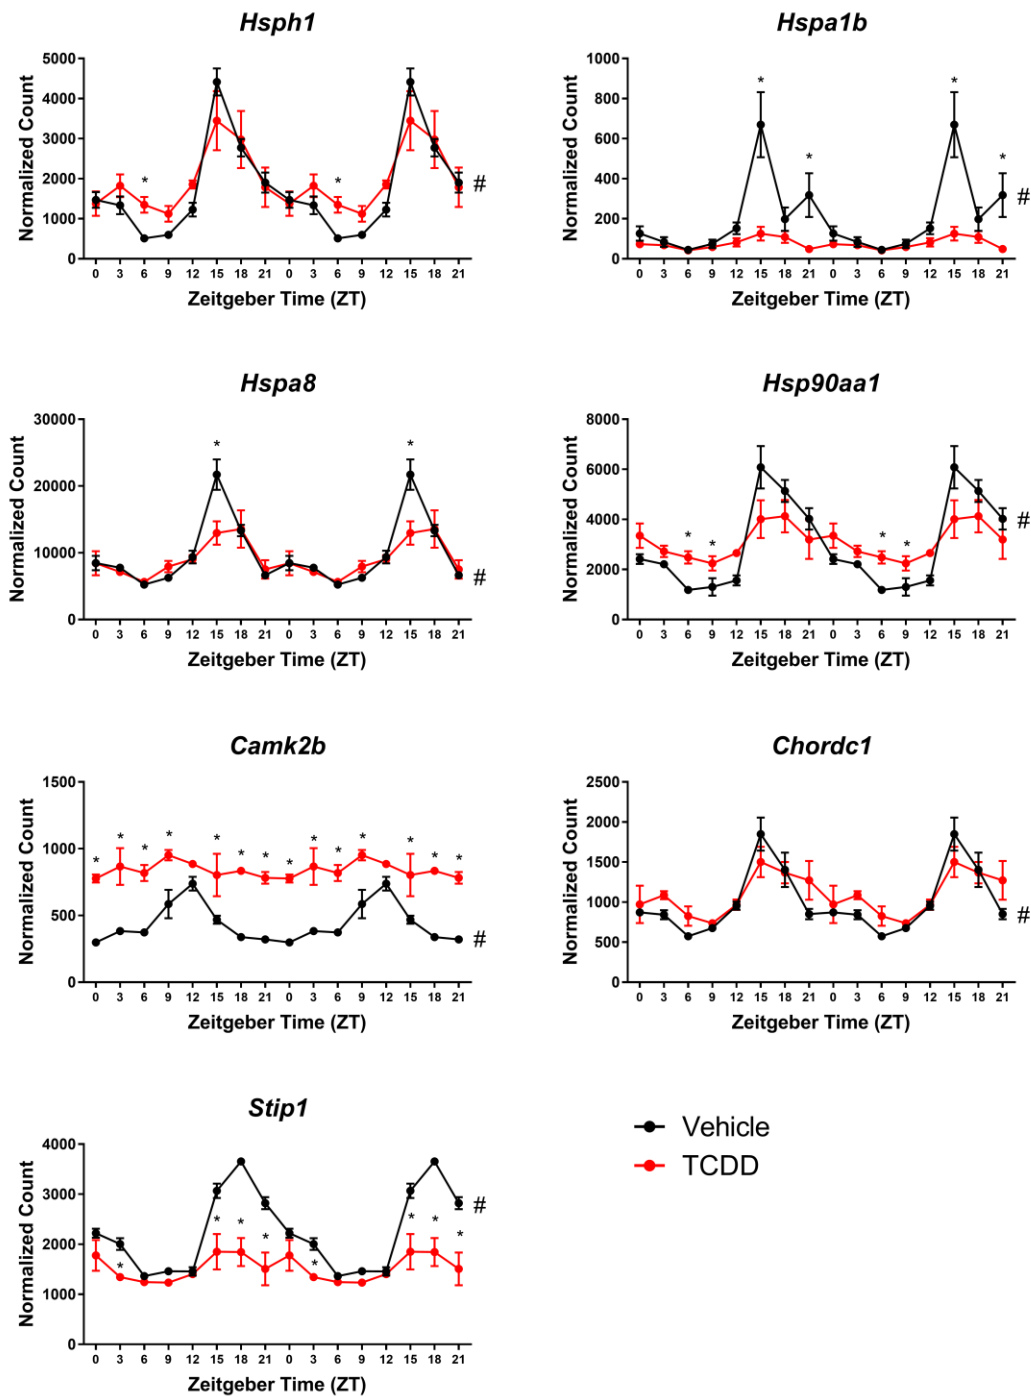

**Supplementary Figure S5:** System-driven genes which are regulated by heat shock transcription factor 1 (HSF1) and/or play a role in the heat shock response. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30  $\mu\text{g/kg}$  TCDD every 4 days for 28 days. Data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities (\*  $P_1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. Diurnal rhythmicity was assessed using JTK\_CYCLE (# BH  $q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

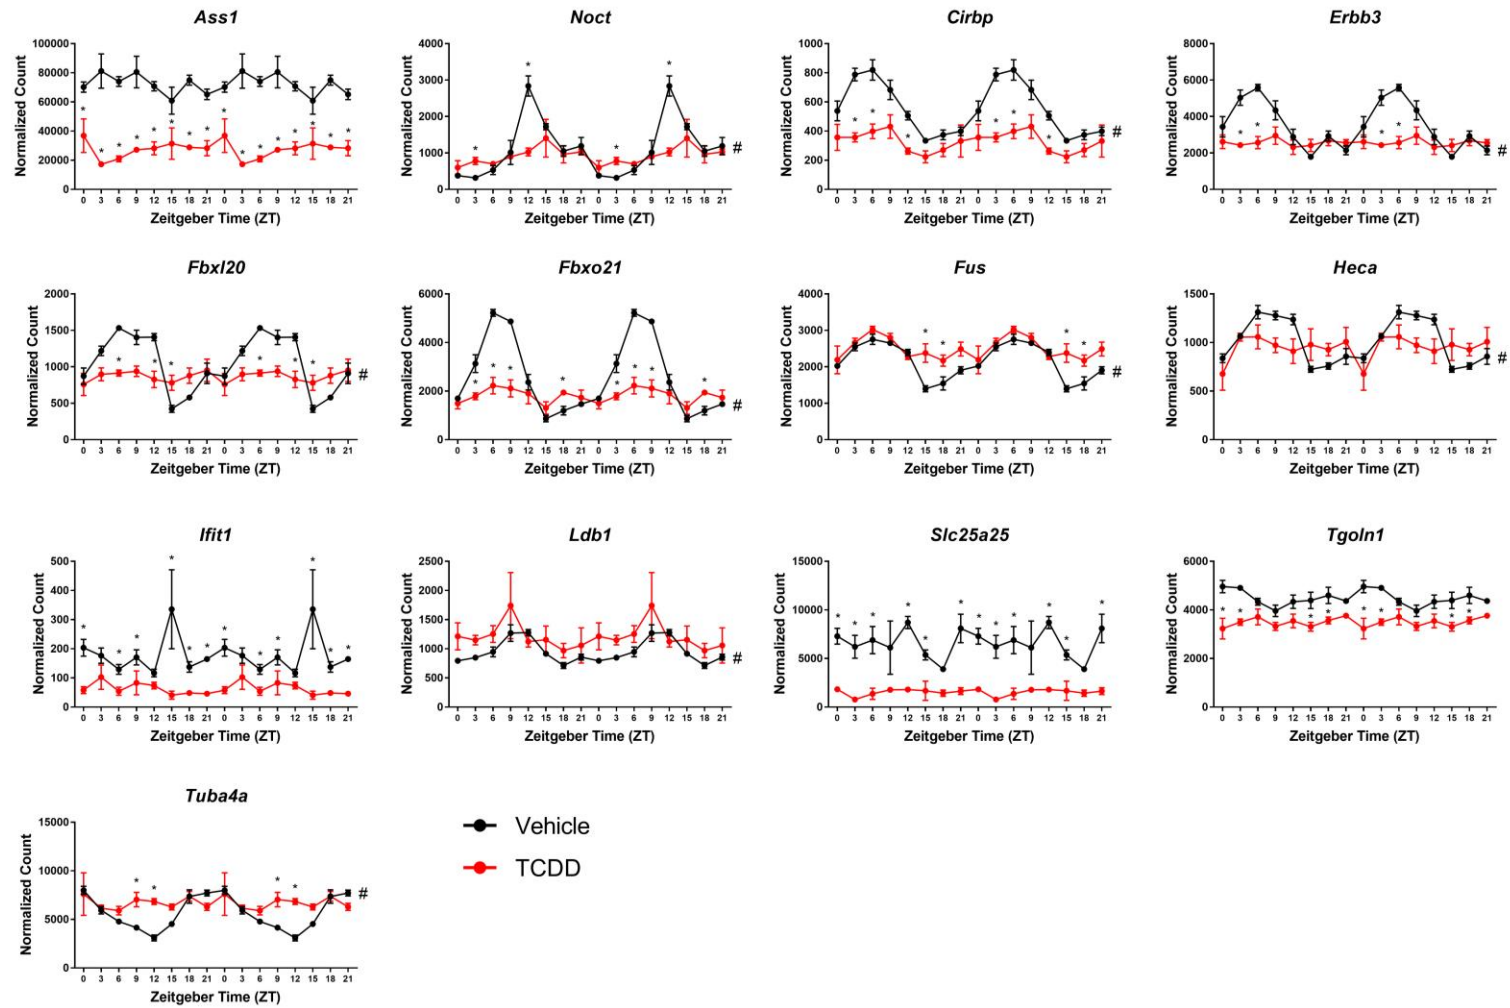

**Supplementary Figure S6:** System-driven genes which are not involved in the heat shock response. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. Data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities ( $* P_1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. Diurnal rhythmicity was assessed using JTK\_CYCLE ( $\# BH q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

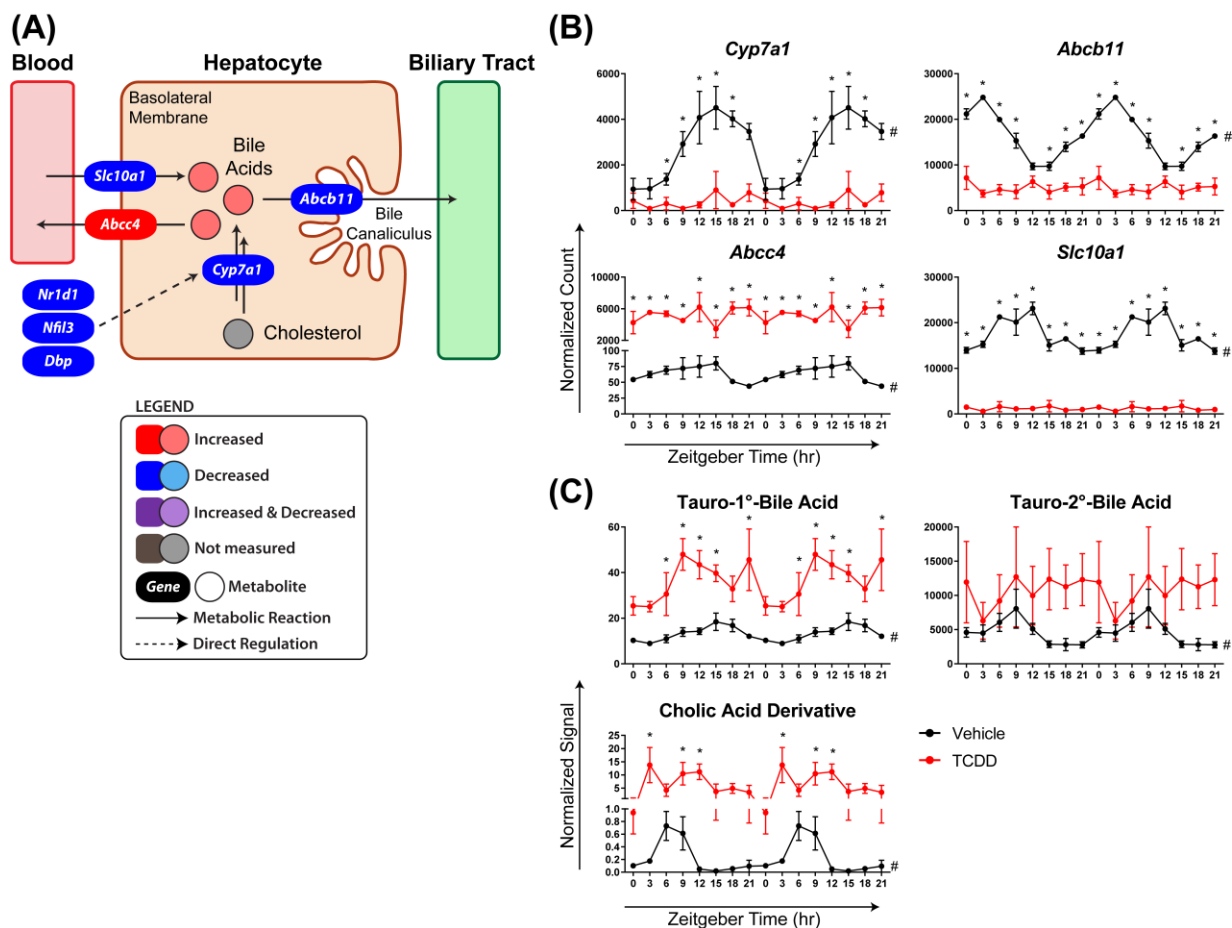

**Supplementary Figure S7:** TCDD disrupts circadian regulation of bile acid homeostasis. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30  $\mu\text{g/kg}$  TCDD every 4 days for 28 days. (A) The effect of TCDD on bile acid biosynthesis and hepatic transport. TCDD-elicited changes in hepatic (B) genes and (C) metabolites involved in bile acid homeostasis. For genes, data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities (\*  $P_1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3-5 individual mice  $\pm$  SEM, where statistical significance (\*  $p \leq 0.05$ ) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak's multiple comparison test. Circadian rhythmicity was assessed using JTK\_CYCLE (# BH  $q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

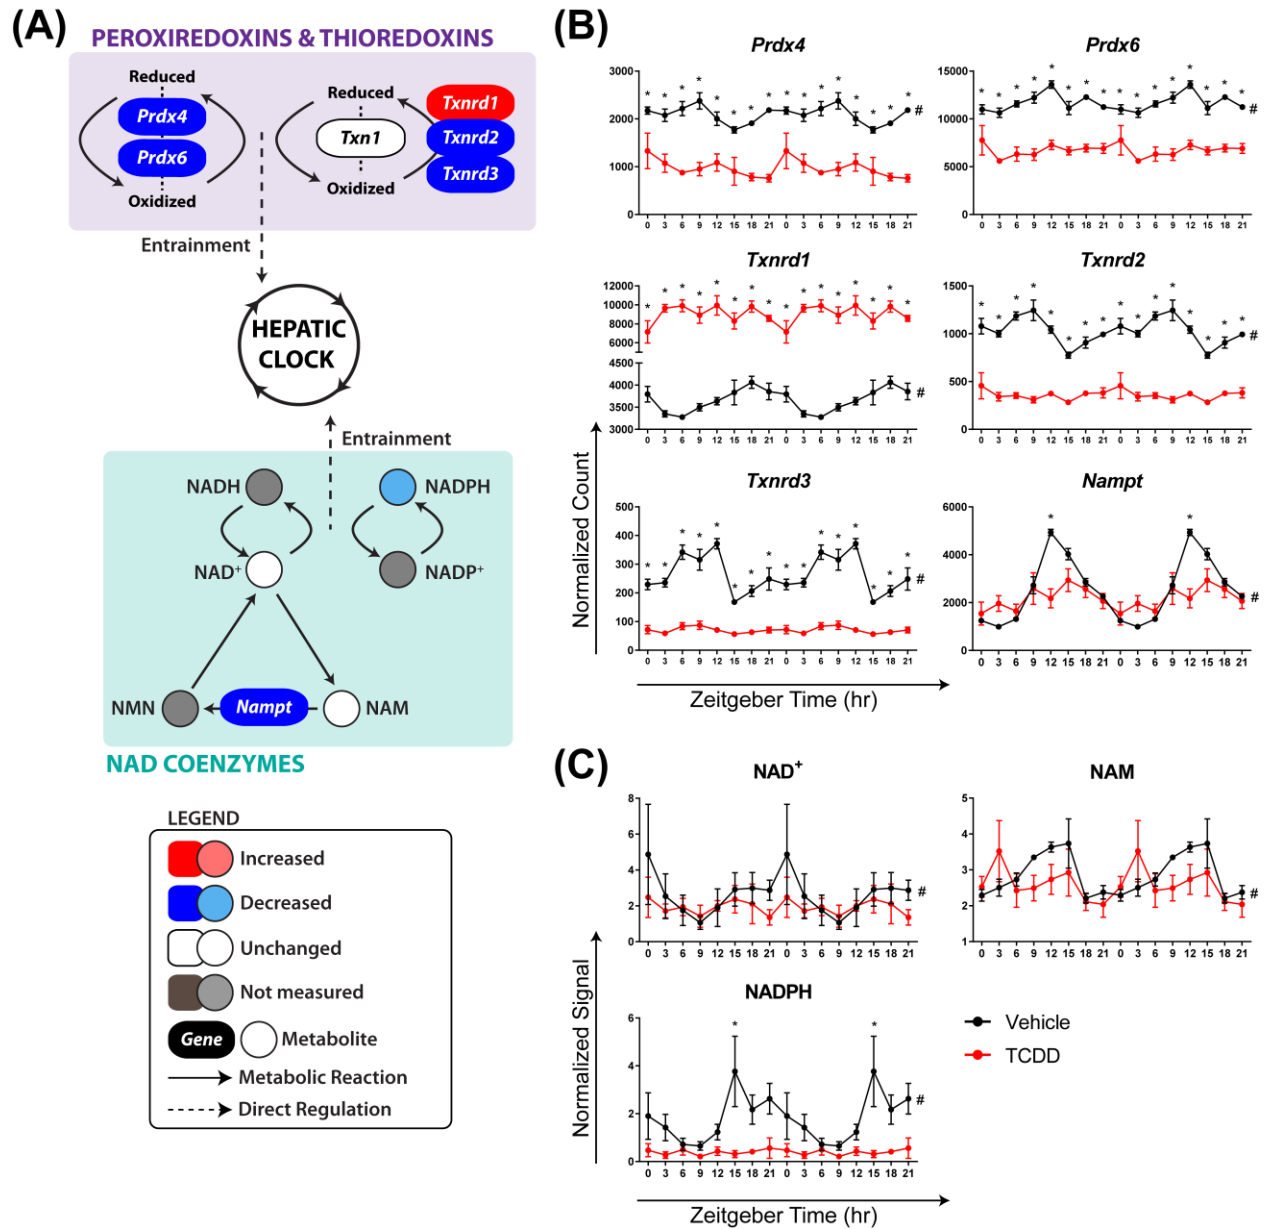

**Supplementary Figure S8: TCDD disrupts redox-mediated entrainment of hepatic clock cycling.** Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30  $\mu\text{g/kg}$  TCDD every 4 days for 28 days. (A) The effect of TCDD on the peroxiredoxins (*Prdx*), thioredoxin reductases (*Txnrd*), and nicotinamide adenine dinucleotide (NAD) coenzymes. TCDD-elicited changes in hepatic (B) genes and (C) metabolites associated with the redox cycling of PRDX, TXN, and NAD coenzymes. For genes, data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities (\*  $P1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3-5 individual mice  $\pm$  SEM, where statistical significance (\*  $p \leq 0.05$ ) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak's multiple comparison test. Circadian rhythmicity was assessed using JTK\_CYCLE (# BH  $q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

## (A) GSH SYNTHESIS

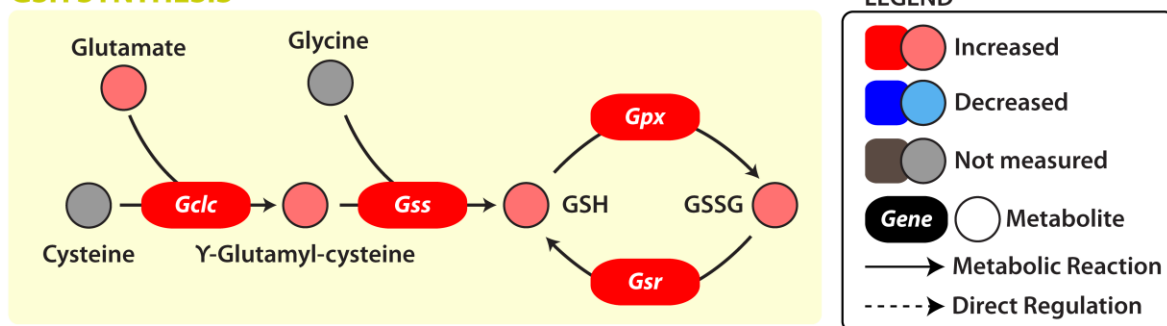

## (B)

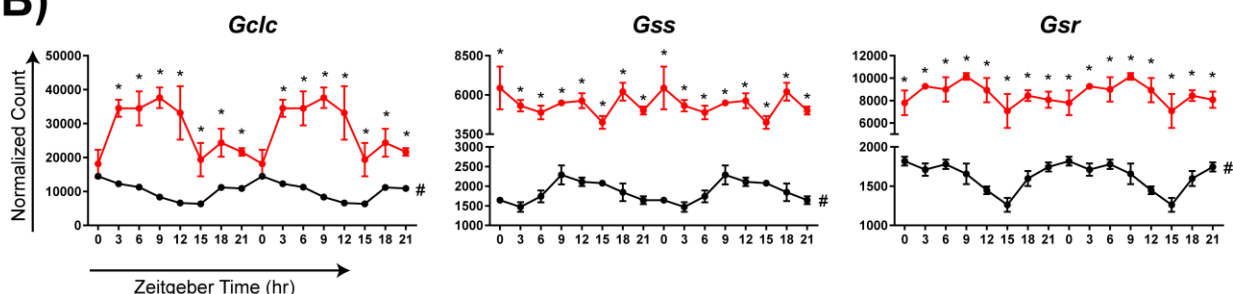

## (C)

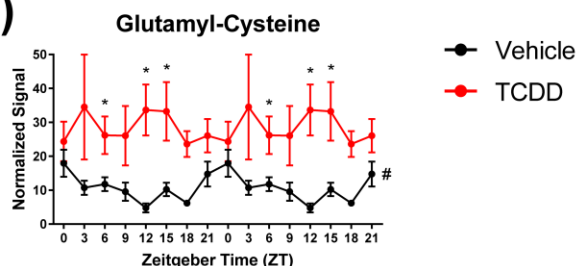

**Supplementary Figure S9: TCDD disrupts circadian regulation of glutathione (GSH) homeostasis.** Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. (A) The effect of TCDD on GSH biosynthesis and recycling. TCDD-elicited changes in hepatic (B) genes and (C) metabolites involved in GSH biosynthesis. For genes, data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities (\*  $P_1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3-5 individual mice  $\pm$  SEM, where statistical significance (\*  $p \leq 0.05$ ) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak's multiple comparison test. Circadian rhythmicity was assessed using JTK\_CYCLE (# BH  $q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

## (A) URIC ACID METABOLISM

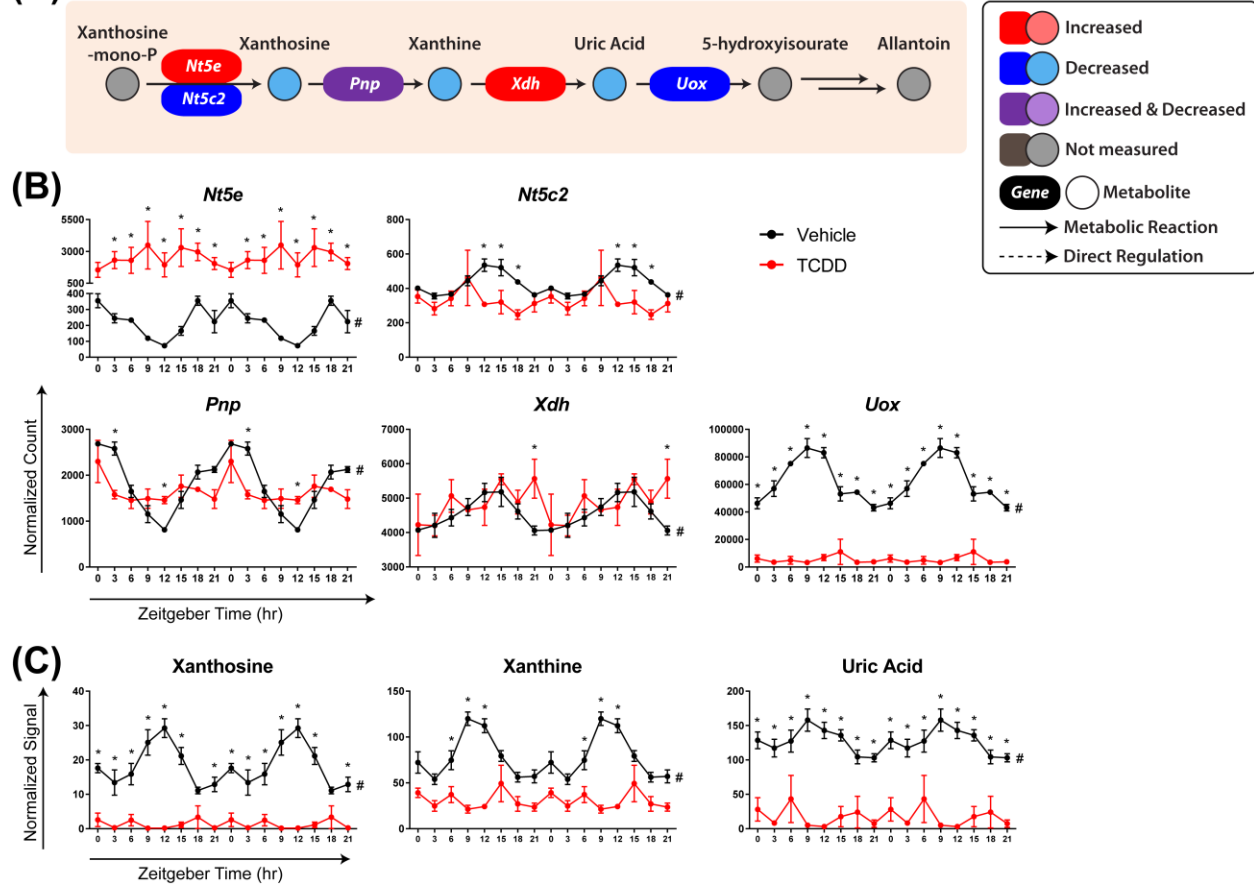

**Supplementary Figure S10:** TCDD disrupts circadian regulation of uric acid metabolism. Male C57BL/6 mice were orally gavaged with sesame oil vehicle or 30 µg/kg TCDD every 4 days for 28 days. (A) The effect of TCDD on purine metabolism and uric acid biosynthesis. TCDD-elicited changes in hepatic (B) genes and (C) metabolites involved in uric acid metabolism. For genes, data points represent the average of 3 individual mice  $\pm$  standard error of the mean (SEM), where posterior probabilities (\*  $P_1(t) \geq 0.80$ ) comparing vehicle and TCDD were determined using an empirical Bayes method. For metabolites, data points represent the average of 3-5 individual mice  $\pm$  SEM, where statistical significance (\*  $p \leq 0.05$ ) between vehicle and TCDD was determined using a 2-way ANOVA analysis followed by Sidak's multiple comparison test. Circadian rhythmicity was assessed using JTK\_CYCLE (# BH  $q \leq 0.1$ ). Data are double-plotted along the x-axis for better visualization of rhythmicity.

## **SUPPLEMENTARY TABLES**

**Supplementary Table S1:** Primer sequences (5' -3') and product sizes for genes analyzed by qRT-PCR.

| <b>Gene ID</b> | <b>Symbol</b> | <b>Ref Seq</b> | <b>Forward Primer</b>   | <b>Reverse Primer</b>  | <b>Product Size</b> |
|----------------|---------------|----------------|-------------------------|------------------------|---------------------|
| 11461          | <i>Actb</i>   | NM_007393      | GCTACAGCTTCACCACCACA    | TCTCCAGGGAGGAAGAGGAT   | 123                 |
| 14433          | <i>Gapdh</i>  | NM_008084      | GTGGACCTCATGGCCTACAT    | TGTGAGGGAGATGCTCAGTG   | 125                 |
| 13076          | <i>Cyp1a1</i> | NM_009992      | AAGTGCAGATGCGGTCTTCT    | AAAGTAGGAGGCAGGCACAA   | 140                 |
| 11865          | <i>Arntl</i>  | NM_007489      | GATGACCCTCATGGAAGGTTAGA | ATTTTGTCCCGACGCCTCTT   | 101                 |
| 18143          | <i>Npas2</i>  | NM_008719      | AGAGGCAGCTTGAACCCAAA    | GAGGGGCTAGGCACATTGTT   | 92                  |
| 18030          | <i>Nfil3</i>  | NM_017373      | CAGGGAGCAGAACCACGATA    | CCTACAGACCGGATGGAGGA   | 154                 |
| 217166         | <i>Nr1d1</i>  | NM_145434      | CTCGTCTCCCTCAGCCATTG    | ACACCACCTGTGTTGTTATTGG | 139                 |
| 13170          | <i>Dbp</i>    | NM_016974      | GCTGTCTCCTGAAGGAAAAGGAG | GGGACCCACCGCCACTAAC    | 123                 |
| 21685          | <i>Tef</i>    | NM_017376      | TGTCCAGCACAGAATCGTCC    | GCAGGGTCAGGGTTGAAGTT   | 100                 |

**Supplementary Table S2:** Primer sequences (5' -3') for genomic regions analyzed by ChIP-PCR.

| Gene             | Amplicon Coordinates         | Amplicon Location | Forward Primer           | Reverse Primer        | Amplicon Size (bp) | pDRE?                | E-box?               | Reference                                    |
|------------------|------------------------------|-------------------|--------------------------|-----------------------|--------------------|----------------------|----------------------|----------------------------------------------|
| <i>Per1</i>      | chr11:69,098,654-69,098,858  | Promoter (Site 1) | ATCCTCCCTGAAAAGGGGTA     | GGATCTCTTCTGGCATCTG   | 205                | No                   | Yes, within amplicon | Xu et al., 2010 <sup>12</sup>                |
| <i>Per1</i>      | chr11:69,094,904-69,094,974  | Promoter (Site 2) | AGCCCTCTCAGCCTATGAGAAAGT | CCCGCCCTGCCTAAATCA    | 71                 | Yes, near amplicon   | Yes, near amplicon   | Rey et al., 2011 <sup>13</sup>               |
| <i>Per2</i>      | chr1:91,459,371-91,459,448   | Promoter          | TCATTTGCATACTGGCGGGG     | TATGTAAAGAGAGCGACGGGC | 78                 | No                   | Yes, near amplicon   | Designed based on unpublished ARNTL ChIP-Seq |
| <i>Per2</i>      | chr1:91,446,265-91,446,397   | Within intron 4   | TCCGCCTTCACAGACTGGTA     | ACCCTCCAGGGACTATTGGT  | 133                | Yes, within amplicon | No                   | Designed based on AhR ChIP-Seq               |
| <i>Dbp</i>       | chr7:45,707,643-45,707,707   | Within intron 2   | TGGGACGCCTGGGTACAC       | GGGAATGTGCAGCACTGGTT  | 65                 | Yes, near amplicon   | Yes, near amplicon   | Rey et al., 2011 <sup>13</sup>               |
| <i>Nr1d1</i>     | chr11:98,783,446-98,783,535  | Promoter          | TGCAGCCTGCTCCATTCTA      | CCCCTCACTTGACATGTCT   | 90                 | No                   | Yes, near amplicon   | Designed based on unpublished ARNTL ChIP-Seq |
| <i>Cyp1a1</i>    | chr9:57,696,696-57,696,767   | Promoter          | GAGGATGGAGCAGGCTTACG     | GGGCTACAAAGGGTGATGCTT | 72                 | Yes, near amplicon   | No                   | Designed based on AhR ChIP-Seq               |
| Negative Control | chr6:120,257,680-120,257,772 | N/A               | CTGGGGTCACCTACATCAGC     | GAGCGAGATGATTCCTGCCA  | 93                 | No                   | No                   | Designed based on AhR and ARNTL ChIP-Seq     |

**Supplementary Table S3:** The effect of TCDD on the acrophase of rhythmic genes.

| <b>Gene<br/>Symbol</b> | <b>Vehicle Phase<br/>(h)</b> | <b>TCDD Phase<br/>(h)</b> | <b>Phase Shift<br/>(h; TCDD-VEH)</b> |
|------------------------|------------------------------|---------------------------|--------------------------------------|
| <i>Rorc</i>            | 18                           | 24                        | 6                                    |
| <i>Tef</i>             | 10.5                         | 15                        | 4.5                                  |
| <i>Leprotl1</i>        | 0                            | 3                         | 3                                    |
| <i>Rtel1</i>           | 6                            | 9                         | 3                                    |
| <i>Ddo</i>             | 16.5                         | 19.5                      | 3                                    |
| <i>Cry1</i>            | 21                           | 22.5                      | 1.5                                  |
| <i>Nr1d1</i>           | 7.5                          | 9                         | 1.5                                  |
| <i>Nr1d2</i>           | 10.5                         | 12                        | 1.5                                  |
| <i>Slc39a10</i>        | 18                           | 19.5                      | 1.5                                  |
| <i>Per3</i>            | 12                           | 13.5                      | 1.5                                  |
| <i>Mios</i>            | 7.5                          | 9                         | 1.5                                  |
| <i>Arntl</i>           | 0                            | 1.5                       | 1.5                                  |
| <i>Npas2</i>           | 0                            | 0                         | 0                                    |
| <i>Bclaf1</i>          | 7.5                          | 7.5                       | 0                                    |
| <i>Nfil3</i>           | 0                            | 0                         | 0                                    |
| <i>Dbp</i>             | 10.5                         | 10.5                      | 0                                    |
| <i>Ddx46</i>           | 10.5                         | 9                         | -1.5                                 |
| <i>Hnrnpdl</i>         | 9                            | 7.5                       | -1.5                                 |
| <i>St5</i>             | 1.5                          | 0                         | -1.5                                 |
| <i>Per2</i>            | 16.5                         | 15                        | -1.5                                 |
| <i>Kpna2</i>           | 15                           | 10.5                      | -4.5                                 |
| <i>Polr1b</i>          | 16.5                         | 10.5                      | -6                                   |
| <i>Max</i>             | 15                           | 9                         | -6                                   |

## REFERENCES

- 1 Lavery, D. J. & Schibler, U. Circadian transcription of the cholesterol 7 alpha hydroxylase gene may involve the liver-enriched bZIP protein DBP. *Genes Dev* **7**, 1871-1884 (1993).
- 2 Duez, H. *et al.* Regulation of bile acid synthesis by the nuclear receptor Rev-erbalpha. *Gastroenterology* **135**, 689-698, doi:10.1053/j.gastro.2008.05.035 (2008).
- 3 Zhang, Y. K., Guo, G. L. & Klaassen, C. D. Diurnal variations of mouse plasma and hepatic bile acid concentrations as well as expression of biosynthetic enzymes and transporters. *PLoS One* **6**, e16683, doi:10.1371/journal.pone.0016683 (2011).
- 4 Fader, K. A. *et al.* 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD)-elicited effects on bile acid homeostasis: Alterations in biosynthesis, enterohepatic circulation, and microbial metabolism. *Sci Rep* **7**, 5921, doi:10.1038/s41598-017-05656-8 (2017).
- 5 Ma, K. *et al.* Circadian dysregulation disrupts bile acid homeostasis. *PLoS One* **4**, e6843, doi:10.1371/journal.pone.0006843 (2009).
- 6 Edgar, R. S. *et al.* Peroxiredoxins are conserved markers of circadian rhythms. *Nature* **485**, 459-464, doi:10.1038/nature11088 (2012).
- 7 Stangherlin, A. & Reddy, A. B. Regulation of circadian clocks by redox homeostasis. *J Biol Chem* **288**, 26505-26511, doi:10.1074/jbc.R113.457564 (2013).
- 8 Rutter, J., Reick, M., Wu, L. C. & McKnight, S. L. Regulation of clock and NPAS2 DNA binding by the redox state of NAD cofactors. *Science* **293**, 510-514, doi:10.1126/science.1060698 (2001).
- 9 Nault, R. *et al.* Pyruvate Kinase Isoform Switching and Hepatic Metabolic Reprogramming by the Environmental Contaminant 2,3,7,8-Tetrachlorodibenzo-p-Dioxin. *Toxicol Sci* **149**, 358-371, doi:10.1093/toxsci/kfv245 (2016).
- 10 Sautin, Y. Y. & Johnson, R. J. Uric acid: the oxidant-antioxidant paradox. *Nucleosides Nucleotides Nucleic Acids* **27**, 608-619, doi:10.1080/15257770802138558 (2008).
- 11 Sugihara, K. *et al.* Aryl hydrocarbon receptor (AhR)-mediated induction of xanthine oxidase/xanthine dehydrogenase activity by 2,3,7,8-tetrachlorodibenzo-p-dioxin. *Biochem Biophys Res Commun* **281**, 1093-1099, doi:10.1006/bbrc.2001.4464 (2001).
- 12 Xu, C. X., Krager, S. L., Liao, D. F. & Tischkau, S. A. Disruption of CLOCK-BMAL1 transcriptional activity is responsible for aryl hydrocarbon receptor-mediated regulation of Period1 gene. *Toxicol Sci* **115**, 98-108, doi:10.1093/toxsci/kfq022 (2010).
- 13 Rey, G. *et al.* Genome-wide and phase-specific DNA-binding rhythms of BMAL1 control circadian output functions in mouse liver. *PLoS Biol* **9**, e1000595, doi:10.1371/journal.pbio.1000595 (2011).

How the deposited data were processed for this re-analysis (not part of the article)

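Hepatic gene expression was measured by RNA-Seq in 48 male C57BL/6 mice, 24 gavaged with sesame oil vehicle and 24 with TCDD at 30 µg/kg, once per 4 days until day 28, with 3 mice of each treatment killed at each of 8 ZT spaced 3 h apart. Each liver's treatment and ZT were taken from its sample labels. The labels do not number the mice within a group, so the replicate numbers used here are arbitrary running numbers and pair no animals.

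The authors sequenced the libraries, assessed the reads with FASTQC, mapped them to GRCm38 (Ensembl release 81) with Bowtie2 and TopHat2, and deposited for each liver a table of raw counts of reads on 50686 Ensembl genes. The format is that of htseq-count, with closing counters for reads on no gene, on more than 1 gene and aligned to several places, and these counters were left out of the fits. The step that counted reads per gene is not named in the paper's text. The deposited counts are not normalized: their sums differ between livers, from 8043922 to 30912742, and no 2 libraries were identical. The paper's own normalization and its empirical Bayes posterior probability were not repeated here.

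Gene symbols and positions came from the GENCODE M21 annotation of GRCm38 (Ensembl release 96), which held 50376 of the 50686 identifiers. Of 96 genes the paper names, 1 (*Pnp*) had no match and was not analysed here. Genes with at least 0.1 CPM in at least 3 of the 48 livers were kept, 23168 of the 31531 with a count. Of these, a gene that shares reads with close copies in a family carries more uncertainty than its standard error shows, because reads aligned to several places were not counted on genes.

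Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. Differential expression was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) in one fit of 16 groups of treatment and ZT, with Benjamini-Hochberg adjustment within each ZT, an adjusted p of at most 0.05 and a fold change of at least 1.5 either way. The difference in 24 h rhythm between treatments was tested in edgeR with the interaction of treatment and the cosine and sine of ZT over all 48 livers, at an adjusted p of at most 0.05. JTK_CYCLE was rewritten in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3: each gene's normalized counts in the 24 livers of a treatment were compared by rank with 15 combinations of phase and period (periods of 21 and 24 h, phases in steps of 1.5 h), the p-value came from the exact null distribution with Bonferroni correction over the combinations, and the q-value from Benjamini-Hochberg adjustment over genes. Equally good fits were averaged, which gives some acrophases between the steps. The coefficient of variation was computed on log2(normalized count + 1). Figures were drawn with matplotlib 3.10.9.

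Apart from *Gpnmb*, picked after looking at vehicle shares, the genes named in the text were set before the data were examined. They were every gene the paper names for this RNA-Seq experiment and up to 10 other genes rhythmic in both treatments (there were 0). Added to these were the 3 genes with the largest rise and the 3 with the largest fall averaged over the ZT among genes changed at all 8 ZT. For each named gene, the fold change is the largest one among the ZT that passed the threshold, or among all ZT where none did. Some of these genes are left out of the text, while counts over gene sets include all of them.

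Each procedure was tested on simulated data of 5000 genes drawn from the means and library sizes of the livers. In these, 200 genes were changed by a log2 fold change of 2 and 200 made rhythmic in vehicle only. The simulated rhythms had a log2 amplitude of 1, with a dispersion of 0.05 in both treatments. Real median amplitudes of vehicle-rhythmic genes were 0.33 in vehicle and 0.125 in TCDD livers. The shares of rhythmic genes found below therefore do not cover rhythms as weak as these. The edgeR test found 83.5% of the changed genes, 100% of those with at least 1 CPM, and called 1.15% of the unchanged genes. JTK_CYCLE found 72.5% of the rhythmic genes, 100% of those with at least 1 CPM, and called 0.104% of the other genes. It called 0 genes in TCDD, where 0.86% had a p of at most 0.05 before adjustment over genes. The interaction test found 70% of the genes with a different rhythm. With equal spread simulated, the median ratio of TCDD to vehicle standard deviation was 0.995.

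With 3 livers per group an exact permutation test of 1 gene at 1 ZT cannot give a p below 0.1. The smallest library, a vehicle liver with 8043922 counts, sets the depth at which genes of low count can be compared. Treatment labels were also permuted within each ZT, and ZT labels within a treatment, 100 draws each with the real labels included, to count how often other groupings give as large a result. Deviations from the group means were permuted between treatments within each ZT in the same number of draws. For the differential expression and interaction tests the label draws used 5000 genes. Permutation p-values of correlations used 100000 draws and those of single values 10000.

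Alternatives set before the data were examined were DESeq2's size factors (DESeq2 1.42.0) and total counts only in place of TMM, no filter on low counts, a filter of at least 10 counts in every liver, leaving out 1 liver of each group in turn, a period of 24 h only, harmonic regression in edgeR in place of JTK_CYCLE, tied cosine values broken by time order, a q-value of at most 0.05, DESeq2's Wald test, a separate edgeR fit at each ZT, an adjusted p of at most 0.2, no fold change threshold, an adjusted p of at most 0.1 for the difference in rhythm, a pseudocount of 0.1, genes with a mean normalized count of at least 100, ratios of mean normalized counts, wrapped acrophases, and leaving out the core clock genes. Not analysed here were relative liver weight, qRT-PCR, protein, chromatin immunoprecipitation, metabolite and functional enrichment data.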

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

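The comparisons of treatments within 1 library set were made after the results were seen, and no other test in this part was. The alternatives referred to were set before the data were examined.

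The 24 h rhythm differed between vehicle and TCDD livers for 1557 genes (interaction of treatment and a 24 h harmonic in edgeR, BH adjusted p of at most 0.05), of which 1270 were rhythmic in vehicle. Of 100 permutations of the treatment labels within each ZT, run on 5000 genes, 1 (the real labels) gave as many, with 349 genes against at most 92 under the others. This comparison is weak, since permuted groups mix treated and control livers. The mixing raises the spread of differentially expressed genes and can lower the counts under the other labels. Whether the library sets account for the difference in rhythm was not tested directly. All vehicle livers from ZT0 to ZT12 came from one set and those from ZT15 to ZT21 from the other. In the 2 TCDD groups that hold libraries of both sets, the difference between the sets had a correlation across vehicle-rhythmic genes of 0.097 (ZT6) and -0.024 (ZT15) with the difference between the sets in vehicle livers. Genes are not independent replicates, and each difference sets 1 liver against 2. The set differences of the 2 groups had a correlation of -0.347 with each other, so these groups cannot show or exclude a shift common to both treatments. At ZT0, ZT3, ZT18 and ZT21 both treatments lie in the same set, so that fold changes there hold no difference between the sets, and that of *Npas2* went from -2.90 at ZT0 to 0.28 at ZT18 on the log2 scale. For the 1557 genes together TCDD and the sets were not separated. GC content and gene length were not tested.

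Expression of 156 genes was induced at 1 ZT and repressed at another, each past the threshold of edgeR's quasi-likelihood test, and 100 of them were rhythmic in vehicle livers. *Arntl*, repressed at 5 ZT and induced at 3, and *Npas2*, at 3 and 3, are among them. The difference between the opposite changes was not tested for each gene, and no explanation, technical or biological, was tested for the set of 156. Directions at ZT9 and ZT12 cannot be told apart from a difference between the library sets.

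The deposited counts also hold reads aligned to several places, on which the paper does not report. The ratio of such reads to reads counted on genes had a median of 1.11 in vehicle and 0.701 in TCDD livers (permutation of treatment labels within ZT, p = 0.0001, the smallest that 10000 draws can give), and every vehicle liver was above every TCDD liver at 5 of 8 ZT. A candidate explanation is reads of the major urinary protein (Mup) gene family, whose 22 members are near-identical copies that took a median of 1.2% of the counts in vehicle and 0.009% in TCDD livers. Across the 24 vehicle livers the ratio rose with the share of counts on Mup genes (Pearson r = 0.92, permutation p = 1e-05, the smallest that 100000 draws can give, BH adjusted p = 1.33e-05 over 4 relations, Spearman rho = 0.916, permutation p = 1e-05). Without the 2 livers farthest from the median share, r was 0.886, and within the library sets it was 0.908 over 15 and 0.966 over 9 livers. Among the 5 ZT are ZT0, ZT18 and ZT21, at which both treatments lie in the same library set, so the sets do not account for the difference there. GC content was not tested, and the reads themselves were not used here, so which genes the other alignments belong to was not tested. A fall of Mup expression under TCDD could lower the ratio, which stays a hypothesis, since the relation was tested within vehicle livers.

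More genes had at least 1 count in TCDD livers, with a median of 21117.5 against 19046.5 in vehicle livers (permutation of treatment labels within ZT, p = 0.0001, the smallest that 10000 draws can give), and every TCDD liver was above every vehicle liver at 7 of 8 ZT. The median total count was 20193238 in TCDD and 20858166.5 in vehicle livers, so greater depth in TCDD livers does not account for it. The 10 most abundant genes took a median of 12.8% of the counts in TCDD and 18.1% in vehicle livers, and whether this leaves more counts for rare genes was not tested. RNA from immune cells was weighed with 8 marker genes listed before the test. Their mean log2 normalized count was 6.06 ± 0.62 (SD, n = 24) in vehicle and 8.29 ± 0.29 (SD, n = 24) in TCDD livers. Across the 24 TCDD livers the number of genes with a count rose with this mean (Pearson r = 0.491, permutation p = 0.0149, BH adjusted p = 0.0149, Spearman rho = 0.602, permutation p = 0.00213), and r was 0.501 without the 2 livers farthest from the median, 0.543 within the first set (9 livers) and 0.437 within the second (15 livers). This lies under the correlation of 0.7 set beforehand, so immune cells are not shown to account for the number of genes, and a part of it remains possible.

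The genes with the largest mean rise over the ZT among those induced at all 8 were *Sult2a2* (mean log2 fold change 9.17), *Ovol1* (9.05) and *Tekt5* (8.78), none of which the paper names. All 3 had mean normalized counts of at most 1.49 in vehicle livers at each ZT. At its largest change *Sult2a2*, at ZT12, went from 0 to 188.6 ± 45.6 normalized counts (SD, n = 3 mice, adjusted p = 4.77e-06), *Ovol1*, at ZT9, from 0 to 187.1 ± 59.0 (adjusted p = 9.12e-10) and *Tekt5*, at ZT12, from 0 to 197.3 ± 185.5 (adjusted p = 9.5e-07). The size of these folds rests on vehicle counts near 0. The direction and call of the largest change were the same under each alternative that gave a value, and the ratio of mean counts gave none. No technical or biological explanation was tested for these changes, reads shared with related genes among them.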

How the results depend on the processing

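No alternative was chosen after seeing the data, and no test in this part was chosen after its result was seen. No paired analysis was possible because the labels do not number the replicates, which are separate animals.

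Across the alternatives, 13 to 15 core clock genes were rhythmic in vehicle livers and 12 to 16 were repressed at 1 or more ZT, against 15 and 16 as reported, and the ratio of TCDD to vehicle standard deviation (1.55) stayed between 1.55 and 1.82. The share of vehicle-rhythmic genes with a TCDD phase within 3 h (39.0%) stayed between 37.0% and 42.7%.

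The number of genes rhythmic in TCDD livers (13), of those rhythmic in both (12) and of core clock genes rhythmic in TCDD (7) fell to 0, and the share of lost genes rose to 100%, with total counts only, with no filter on low counts, with a q-value of at most 0.05 and in each fit that left out 1 liver of every group. In the reported setting 555 genes had a p of at most 0.05 in TCDD livers before adjustment over genes. Harmonic regression gave 115, 76 and 11 genes and 98.8%, and tied cosine values broken by time order gave 22 genes rhythmic in TCDD. As the lowest q-value in TCDD livers was 0.0866, a threshold of 0.05 leaves no gene. For the other settings the cause was not tested.

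In the 3 fits that each left out 1 liver of every group, genes rhythmic in vehicle went from 4912 to between 1826 and 2422, lost genes differentially expressed at 3 or more ZT from 2556 to between 870 and 1213, genes with a different 24 h rhythm from 1557 to between 301 and 806, and the COV slope lay between 1.02 and 1.07. An adjusted p of at most 0.1 gave 2400 genes with a different rhythm. The cause was not tested.

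With at least 10 counts required in every liver, 7572 genes were differentially expressed at 1 or more ZT and 3872 of the arrhythmic genes, against 13061 and 9397. With an adjusted p of at most 0.2 the latter was 14173. The cause was not tested.

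The COV slope (1.046) was 0.991 with total counts, 1.095 with no filter, 0.849 with at least 10 counts in every liver and 0.0194 with a pseudocount of 0.1. The acrophase slope over genes rhythmic in both (0.105) was 0.109 with DESeq2's size factors, -0.157 with at least 10 counts, -0.0687 with a period of 24 h only, 0.325 with harmonic regression and 1.04 with wrapped differences, and the settings that left 0 genes rhythmic in both gave no slope. Tied values broken by time order were not run for this slope. Wrapping moves *Nfil3* and *St5*, which peaked at 21.8 h in vehicle and 0 h in TCDD livers. It also builds each TCDD value from the vehicle value, so the slope of 1.04 cannot show that acrophases were kept. The cause of the other changes in the 2 slopes was not tested.

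With total counts only, the log2 fold change reversed for *Rtel1* (0.22), *Ddx46* (0.32), *Hnrnpdl* (0.08), *Nsrp1* (0.19), *Heca* (0.24) and *Fech* (0.07), and of the 101 named genes 21 others were no longer significant and 8 became so. This scaling shifts log2 fold changes by a median of 0.68, and the cause of single changes was not tested. DESeq2's size factors and its Wald test left all 101 in place, a separate fit at each ZT weakened 2, and the ratio of mean counts, which gave no value for 5 genes, left 96. Without replicate 1, 2 or 3, 5, 4 and 9 folds lost significance and 2, 2 and 0 gained it.

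In these fits 22, 18 and 26 of the named genes lost their rhythmic call in vehicle livers and 13 in TCDD livers each time, while harmonic regression took the call from 7 and gave it to 2 in vehicle, and took it from 2 and gave it to 13 in TCDD livers. Amplitude ratios were below 1 for 21 of 26 genes, and 9 crossed 1 in some alternative, 1 of them among the 15 clock genes.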

Differences from the paper's values

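The standard deviation ratios over other sets of genes were computed after the results were seen, and no other test in this part was. Of the values the paper states, 13 counts, 1 leading percentage, 2 slopes, 34 fold changes, 13 amplitude changes, 44 acrophases and 1 read depth were compared. By wide limits, 4 counts, 2 slopes and 3 acrophases differed. Counts could lie within 1.5 times, acrophases within at least 1.6 h, and fold and amplitude changes within 1.5 times or their spread. Thus *Otc*, 57.9-fold in the paper and 40-fold here, did not differ. Many acrophases that passed lay about 1.5 h before the paper's, such as *Per2* in vehicle livers (15 and 16.5 h), and none lay that much after.

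The paper's number of genes rhythmic in both treatments is 23, and it was 12 here. Breaking tied cosine values by time order gave 18, within 1.5 times of the paper's, and none of the other alternatives set before the data were examined closed the gap. Genes gained under TCDD were 5 in the paper and 1 here, 4 with ties broken by time order and no other alternative closed the gap. Acrophases within 1.5 h were found for 15 retained genes in the paper and 7 here, and a period of 24 h only gave 10, which alone closed the gap. Amplitudes at least 1.3-fold smaller were found for 15 retained genes in the paper and, with ratios rounded to 2 decimals, 9 here, and only ties broken by time order (13) came within 1.5 times.

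The paper's COV slope is 0.83 and the value here was 1.046. Requiring at least 10 counts in every liver gave 0.849, and the other alternatives did not close the gap. The paper's acrophase slope is 0.95, and 0.105 was found here. With acrophase differences wrapped to within 12 h the slope was 1.04, but wrapping builds each TCDD value from the vehicle value. Unrelated phases could give such a slope too, so it does not close the gap. None of the other alternatives that gave a slope closed the gap, and ties broken by time order were not run for it.

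For *Arntl* and for *Nfil3* the paper's acrophase in vehicle livers is 0 h, and it was 21.8 h here for both. This value, found for *St5* too, averages equally good curves, with a mean period of 22.5 h for *Nfil3* and *St5*. It was nevertheless set against the paper's on a 24 h cycle. A period of 24 h only gave 22.5 h for each and was the only alternative to close the gap. For *St5* the paper's acrophase in vehicle livers is 1.5 h and the value here was 21.8 h, and the gap closed without replicate 1 (0.05 h), without replicate 2 (0.06 h) and with ties broken by time order (0 h), but under no other alternative.

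Further statements of the paper differ from the values found here. The paper describes the variation of rhythmic genes as similar in the groups, and the median ratio of TCDD to vehicle standard deviation was 1.55 over genes rhythmic in vehicle livers. Over all tested genes it was 1.158 and over those not rhythmic in vehicle 1.057. Among the genes the paper lists as retaining rhythmicity, those not called here include *Arntl*, *Nr1d2*, *Dbp*, *Leprotl1*, *Rtel1*, *Ddo*, *Slc39a10*, *Mios*, *Hnrnpdl* and *Polr1b*, with q-values in TCDD livers from 0.114 for *Arntl* to 0.651 for *Ddo*. *Mios* was called in TCDD livers with DESeq2's size factors (q = 0.0892) and *Arntl* with a period of 24 h only (q = 0.0607). Harmonic regression called all of these genes there except *Polr1b*. The paper lists *Sdhaf2*, *Marveld3*, *Folr1* and *Gm17068* as gaining rhythmicity, with q-values here from 0.253 for *Marveld3* and *Gm17068* to 0.629 for *Sdhaf2*. The paper describes *Xdh* as induced, and its largest change, 1.36-fold at ZT21, had an adjusted p of 0.0574. It describes *Prdx4* and *Prdx6* as flattened by TCDD, and neither was rhythmic in vehicle livers (q = 0.399 and 0.307). Total counts in place of TMM gave a log2 fold change of 1.14 for *Xdh*, past the threshold, and a vehicle rhythm for *Prdx4* and *Prdx6* (q = 0.085 and 0.0376).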

Other observations

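Chosen only after the results were seen were the tests on the number of differentially expressed genes at ZT9 and ZT12, all those in the paragraph on *Cyp1a1* and *Cyp1b1*, *Gpnmb* and the limits on shares included, the look at *Arntl* within a library set, and the permuted deviations from group means. The other tests were chosen before.

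For each of the following results, 1 of 100 label permutations (the real labels included among the draws) gave a result as large, which was the real one. With ZT labels permuted among vehicle livers, at most 1 gene was rhythmic, against 4912. With ZT labels permuted among TCDD livers, 0 genes were rhythmic, against 13, 12 of them in both treatments and 7 of them core clock genes, and the percentage of vehicle-rhythmic genes with a TCDD phase within 3 h was never as high. In 3 of the alternatives for that percentage, 2, 2 and 3 of the 100 draws gave as high a value. With treatment labels permuted within each ZT, the excess of rhythmic genes in vehicle was at most 1256, against 4899. In the draws on 5000 genes, at most 87 genes were differentially expressed at 1 or more ZT, against 2830, at most 41 arrhythmic genes, against 2052, and 0 lost genes at 3 or more ZT, against 537. At most 1 core clock gene was repressed, against 16, and the ratio of standard deviations was never as far from 1. Comparisons with permuted treatment labels are weak, since permuted groups mix treated and control livers. The mixing raises both standard deviations of a differentially expressed gene and can lower the number of genes called in the other draws. With deviations from the group means permuted instead, the ratio over genes rhythmic in vehicle (1.546) was at most 1.354 in the other draws. Over all tested genes (1.158) 7 of 100 draws were as far from 1, and over genes not rhythmic in vehicle (1.057) 54 were, so greater spread is not shown for those. Over genes with a mean normalized count of at least 100 it was 1.506, with at most 1.387 in the other draws. Genes are called rhythmic in vehicle more readily where vehicle mice differ little, and how far this raises the 1.546 was not tested.

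The loss of rhythmic calls under TCDD was weighed against a greater spread between TCDD mice and smaller differences between ZT. With the residuals of the TCDD mice placed on the ZT means of the vehicle mice, 45.3% of the vehicle-rhythmic genes kept their call, and with vehicle residuals on TCDD means, 1.8% were called. A share under 50% was set beforehand as few. Both shares lie under that limit, the first close to it, so by this rule neither explanation was set aside. The median range of the ZT means was 0.80 in vehicle and 0.55 in TCDD livers on the log2 scale. At the spread of the vehicle mice the TCDD means thus lost nearly all calls, which the greater spread alone did not do. Noise in the TCDD means, each of 3 mice, would widen their range, which was instead narrower. The 24 h harmonic had a smaller amplitude in TCDD for 94.8% of the vehicle-rhythmic genes, with a median of 0.125 against 0.33 in vehicle livers. These values argue against greater spread around unchanged ZT means as the only cause of the loss over these genes, and a part of it remains possible. The paper discusses rhythms out of step between mice, which would widen the spread and flatten the ZT means together. Exchanging residuals cannot tell this from damped rhythms within each mouse. Choosing genes by their vehicle rhythm favours a larger vehicle amplitude, and how far was not tested. The q-value threshold corresponds in vehicle livers to a JTK_CYCLE p of 0.021 before adjustment over genes. At this p 2.63% of the vehicle-rhythmic genes passed in TCDD livers, so the adjustment over genes does not account for the loss. With every library thinned to the smallest total of 8043922 counts, 4002 genes were rhythmic in vehicle and 5 in TCDD livers, so depth does not account for it. As these tests use the data in which the loss was seen, a damping of the rhythms remains a hypothesis.

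The 2 sets of libraries could mimic a rhythm in vehicle livers, in which set and ZT coincide. The lower of the correlations across genes of the set difference within a mixed TCDD group with that in vehicle livers was -0.024, under the 0.3 set beforehand, and the set differences of the 2 mixed groups had a correlation of -0.347. Each mixed group sets 1 liver against 2, and the 2 differences run against each other. This test therefore cannot show or exclude a common set difference. A constant difference between the sets cannot give a change within a set, such as that of *Arntl* from 1087 normalized counts at ZT0 to 15.8 at ZT9. How many vehicle rhythms rest on the difference between the sets was not tested.

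ZT9 had the most differentially expressed genes, 7583. The mean of ZT9 and ZT12, at which set and treatment coincide, was 1.081 times the mean of the other ZT (6978.7 genes). ZT3, at which they do not coincide, had 7423, fewer than ZT12 (7510), and the difference between the sets cannot be told apart from that between treatments at ZT9 and ZT12.

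The AhR targets *Cyp1a1* and *Cyp1b1* had low counts in vehicle livers, with means of 13.2 and 5.24 CPM against 7853 and 3171 in TCDD livers, 0.169% and 0.165%. A candidate explanation is reads from TCDD libraries that crossed into vehicle libraries. The ratio of *Cyp1a1* to *Cyp1b1* in vehicle livers was 1.032 times that in TCDD livers, and log2 CPM of the 2 genes had a correlation of 0.922 across the 24 vehicle livers (permutation p = 1e-05, BH adjusted p = 1.33e-05 over 4 relations, rho = 0.848, r = 0.878 without the 2 farthest livers, 0.916 and 0.914 within the sets). *Gpnmb*, picked after looking for its low vehicle share, also rose with *Cyp1a1* (r = 0.808, permutation p = 1e-05, BH adjusted p = 1.33e-05, rho = 0.698, permutation p = 0.00027, r = 0.692 without the 2 farthest livers, 0.73 and 0.929 within the sets). Both values are what crossing reads would give, but a weak activation of the AhR in vehicle mice could raise both genes together as well, and this was not tested. If the reads crossed within a set, *Cyp1a1* in vehicle livers would be higher in the set with more TCDD livers. It was 1.425 times higher there (16.3 ± 7.71 against 11.4 ± 3.41 CPM, SD, n = 9 and 15, permutation p = 0.0517), which fails the limit of 0.05. *Hao1*, *Hsd3b5* and *Slco1a1* together were 2.321 times higher in TCDD livers of the set with more vehicle livers (2.06 ± 0.354 against 0.888 ± 0.463, SD, n = 9 and 15, permutation p = 4e-05). As both were required, crossing within a set is not shown. Among 3733 genes above 50 CPM in TCDD livers, 0 had a vehicle share under 0.1% and 8 under 0.2%. Of 2700 such genes in vehicle livers, 0 had a TCDD share under 0.1% and 6 under 0.2%. These limits were chosen after looking at the shares. A floor of this kind, if real, would bound the largest fold change that the libraries can show.

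Among genes repressed at all 8 ZT, the largest mean falls among the tested genes were those of *Slco1a1* (mean log2 fold change -10.12), *Hsd3b5* (-10.04) and *Hao1* (-10.02). At ZT9 *Slco1a1* went from 12500 ± 3692 to 6.54 ± 4.35 normalized counts (SD, n = 3 mice, adjusted p = 2.31e-15), and *Hao1* at ZT18 from 8115 ± 669 to 3.46 ± 1.48 (adjusted p = 3.12e-20). The paper names none of them. The direction and call of the largest change were the same under each alternative run, and no technical or biological explanation was tested for these falls.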
